# RNAseq Analysis of Livers from Pigs Treated with Testosterone and Nandrolone Esters: Selection and Field Validation of Transcriptional Biomarkers

**DOI:** 10.3390/ani13223495

**Published:** 2023-11-13

**Authors:** Alessandro Benedetto, Kamil Šťastný, Nunzia Giaccio, Marianna Marturella, Elena Biasibetti, Maddalena Arigoni, Raffaele Calogero, Marilena Gili, Marzia Pezzolato, Kristína Tošnerová, Nikola Hodkovicová, Martin Faldyna, Roberto Puleio, Giancarlo Bozzo, Elena Bozzetta

**Keywords:** transcriptomics, steroid esters, fattening pigs, PCA, qPCR

## Abstract

**Simple Summary:**

Testosterone and nandrolone can be illegally administered to meat-producing animals as synthetic esters. To tackle the abuse of growth promoters, alternative approaches able to investigate specific changes induced in proteins, transcripts, and metabolites are becoming recommendable. This work aimed to characterize transcriptome perturbations related to the illicit administration of steroid esters in fattening pigs. Animals were treated with testosterone esters (Sustanon^®^, Organon, Jersey City, NJ, USA) or nandrolone esters (Myodine^®^, Le Vet Beheer B.V., Oudewater, Utrecht, The Netherlands). At the end of the trial, liver samples were collected for gene expression studies. Comparisons between treated and control groups using RNAseq allowed the identification of 491 differentially expressed genes (DEGs). Further analysis of DEGs characterized a smaller cluster of 16 genes. A field survey performed on liver samples collected from pigs belonging to different breeds and weight categories allowed the validation of the selected biomarkers using qPCR, confirming their specificity by comparison with testosterone residue profiles on respective serum samples.

**Abstract:**

The use of anabolic–androgenic steroids (AASs) as growth promoters in farm animals is banned in the European Union, representing both an illicit practice and a risk for consumer health. However, these compounds are still illegally administered, often in the form of synthetic esters. This work aimed to characterize significant coding RNA perturbations related to the illicit administration of testosterone and nandrolone esters in fattening pigs. A total of 27 clinically healthy 90-day-old pigs were randomly assigned to test and control groups. Nine animals were treated with testosterone esters (Sustanon^®^) and other nine with nandrolone esters (Myodine^®^). At the end of the trial, liver samples were collected and analyzed using RNAseq, allowing the identification of 491 differentially expressed genes (DEGs). The transcriptional signature was further characterized by a smaller sub-cluster of 143 DEGs, from which a selection of 16 genes was made. The qPCR analysis confirmed that the identified cluster could still give good discrimination between untreated gilt and barrows compared to the relative testosterone-treated counterparts. A conclusive field survey on 67 liver samples collected from pigs of different breeds and weight categories confirmed, in agreement with testosterone residue profiles, the specificity of selected transcriptional biomarkers, showing their potential applications for screening purposes when AAS treatment is suspected, allowing to focus further investigations of competent authorities and confirmatory analysis where needed.

## 1. Introduction

The use of anabolic compounds as growth promoters in farm animals has been banned in the European Union since 1988, according to the Council Directive 96/22/EC. There have also been several indications regarding their adverse effects on animal and consumer health [1,2], and their illicit administration has been revealed by official control authorities in different farm species, as reported over the years by the European Food Safety Authority (EFSA) [3]. Despite the persistence of relatively low rates of non-compliant samples being reported for several classes of growth promoters (i.e., sex steroids, β-agonists, tyrostatics, etc.), in the more recent EFSA reports [4,5], parallel investigation activities carried out to contrast black market imports of banned drugs within the EU often reported recurrent seizures of prohibited steroids intended both for humans and animals [6,7]. Indeed, the refined use of low-dose cocktail preparations of some “old” and other more recent doping agents like designer drugs are often suspected to reduce the efficacy of official controls in place [8,9].

Moreover, not only synthetic steroidal compounds but also natural steroids can be illegally administered to fattening animals to speed up livestock productivity and reduce related meat production costs. In addition, endogenous occurrences of some anabolic steroids have been documented in different food commodities [10,11]. It is therefore difficult to distinguish between natural endogenous steroids, for which detectable physiological levels could be expected in analyzed samples, and residues of exogenous steroids resulting from illicit administration [12,13]. All these aspects often require additional investigations by inspection services for a reliable interpretation of lab results and, in many cases, it is not possible to discriminate between treated and untreated animals based on just the presence/concentration of these substances [14].

Consequently, the application of alternative approaches, based on biological methods, that are able to investigate perturbations induced by growth promoters at the level of proteins, transcripts, and metabolites in different tissue specimens and/or bodily fluids is becoming more and more widespread [15]. 

Considering large animals bred for meat production, the literature regarding steroid administration in pig farming is limited when compared with other farm species like cattle [16]. Currently available screening and confirmatory methods in the frames of the National Residue Control Plans (NRCPs) of EU member states are mainly based on targeted methods (ELISA, LC-MS/MS) for specific residue detection in selected tissues and/or biological fluids without considering the potential implementation of more recent omics technologies and untargeted High-Resolution Mass Spectrometry (HRMS). Some interesting applications of untargeted metabolomics for detecting the illicit use of growth promoters in pig farming have been recently reported [17,18,19,20], but other omics applications such as transcriptomics and proteomics are still missing in this species. Therefore, the aim of this work was to develop alternative screening approaches based on RNAseq characterization of fattening pig transcriptome perturbations related to the administration of known anabolic steroids like testosterone and nandrolone. The liver was chosen for being one of the main biotransformation sites of steroid compounds, already included in the official sampling programs at the abattoir of the Italian NRCP for other classes of forbidden growth promotes (e.g., β-agonists).

## 2. Materials and Methods

### 2.1. Experimental Animals

A total of 27 grower pigs (barrows, boars, and gilts), i.e., hybrids of Large White × Landrace (sow) × Duroc (boar), were bought from a local pig trader (Bioprodukt Knapovec, a.s., Ústí nad Orlicí, Czech Republic). All animals selected for the trial were clinically healthy and were acclimatized to the stable conditions until weaning; they were then randomly assigned to test (18 animals) and control (9 animals) groups. To assess potential confounding variance on studied hormonal treatments, sex ratios were balanced between different treated and untreated-control groups by considering equal numbers of castrated males (barrows), uncastrated males (boars), and female (gilts) specimens. Pigs were housed in separated pens of 2.8 × 2.0 m for each tested group and fed twice a day with a commercial diet according to their weight categories (DeHeus, a.s., Bučovice, Czech Republic). Animal monitoring was conducted at least two times a day for evaluation of welfare and health conditions according to national legislation (Act. no. 246/1992 Coll.). Animals from the control group were held in a separate room to achieve the maximum non-stressful conditions. Nine of the 18 animals from the test group were treated with intramuscular (i.m.) injections of 4 mg/kg b.w. (body weight) of the hormonal preparation 17β-testosterone (Sustanon 250 mg/mL; Organon, Czech Republic Reg. no. 56/357/91-C). The composition of Sustanon 250 mg/mL included a total amount of 176 mg/mL testosterone in the following constitution: Testosterone propionas 30 mg; Testosterone phenylpropionas 60 mg; Testosterone isocaproas 60 mg; Testosterone decanoas 100 mg; and benzyl alcohol and arachidis oleum in a non-specified amount. The other nine animals of the test group underwent i.m. injections of 5 mg/kg b.w. of the hormonal preparation 19nor-17β-testosterone ester (Myodine 25 mg/mL; Le Vet Beheer B.V., Czech Republic Reg. no. 96/030/17-C). The composition of Myodine 25 mg/mL included a total amount of nandrolone of 15 mg/mL as Nandrolone lauras 25 mg, benzyl alcohol 104 mg, and arachidis oleum in a non-specified amount. The reported concentrations of anabolic–androgenic steroids (AASs) were selected based on the results of the preclinical trial (see Section 2.1.1).

#### 2.1.1. Preclinical Trial

An acclimatization phase of 14 days was included prior to all procedures. After that, the initial weighing and group division was made via random selection of individuals based only on sex. The preclinical phase lasted a total of 43 days. The first single administration of testosterone and nandrolone to the experimental groups started on day 1 (D1) of the preclinical phase. To conduct a preliminary check of the absence of adverse and/or unexpected effects of the studied drugs, the testosterone group was treated with a single i.m. injection of 4 mg/kg b.w. of the hormonal preparation Sustanon (250 mg/mL) and the nandrolone group was treated with a single i.m. injection of 2 mg/kg b.w. of the hormonal preparation Myodine (25 mg/mL). Blood samples were collected from days 1, 2, 4, 7, 14, and 28 post-treatment to day 43 to determine the optimal dose of AASs from the pharmacokinetic curve in the following clinical study. 

#### 2.1.2. Clinical Trial

Based on results collected from the preclinical trial (data not shown), the applications of testosterone (administered dose fixed at 4 mg/kg b.w of Sustanon) and nandrolone (increased dose of Myodine up to 5 mg/kg b.w) to the experimental groups were then started on day 94 of the experimental phase. In total, five intramuscular (i.m.) applications of tested substances were made into the neck muscle, while with each application, the left and right side of the body were alternated. The injections were made on the following days: D94, D98, D102, D106, and D110. At the end of the experiment (day 114), animals were relocated to the facility of Steinhauser s.r.o., (Tisnov, Czech Republic) and authorized for commercial slaughter procedures according to current legislation (Council Regulation (EC) No. 1099/2009 on the protection of animals at the time of killing). Blood and tissue samples were then collected for further analyses. Specifically, 20 mg portions of liver samples were taken from the Spigelian lobe and stored in RNAlater solution (Thermo Fisher Scientific, Inc., Waltham, MA, USA), together with blood specimens for serum collection and subsequent steroid residue analysis. The control weighing of individuals was made at D92 and during the clinical phase at D105 and D113.

### 2.2. Field Survey

After the end of the trial on experimental animals, a field survey was carried out on pig slaughterhouses located in Italy. All selected facilities were authorized for pig slaughter procedures according to Regulation 1099/2009.

In order to assess potential sources of variability on investigated transcriptional biomarkers, blood/serum samples were collected together with liver specimens from selected animal batches considering all main industrial breeds (Landrace, Duroc, Large White, and commercial crossbred) and, when possible, some traditional Italian breeds (e.g., Black Pig of Sicily, Black Pig of Piedmont). Furthermore, three different finishing categories were considered during samplings:

- grower pigs with weight ranges lower than experimental animals (50–60 kg)
- medium-size pigs intended for fresh pork meat production (from 90 kg up to 110 kg)
- heavy-weight pigs intended for cured meat and production of sausages (from 150 kg up to 180 kg b.w.).

### 2.3. Molecular Analysis

#### 2.3.1. Sample Preparation

Total RNA was extracted from collected liver samples using RNeasy Plus Universal Mini Kit (Qiagen). RNA quality and quantity were checked using Qubit RNA BR kit (Thermo Fisher Scientific, Inc., Waltham, MA, USA) and analysis on Bioanalyzer 2100 (Agilent Technologies, Inc., Santa Clara, CA, USA). Samples with RNA Integrity Number (RIN) <7 were excluded from subsequent analyses.

#### 2.3.2. RNA Sequencing Analysis

To detect coding RNAs, the TruSeq stranded mRNA library preparation kit (Illumina Inc., San Diego, CA, USA) was used, following the manufacturer’s instructions. Briefly, 1 µg of total RNA was purified using poly-T oligo attached magnetic beads and then fragmented into small pieces using divalent cations at an elevated temperature (8 min at 94 °C). First-strand and second-strand cDNA were synthetized, a single A nucleotide was added to the 3’ ends of the blunt fragments, and multiple indexing adapters were ligated to the end of the double-stranded cDNA. PCR of 15 cycles was performed to selectively enrich the DNA fragments that had adapter molecules on both ends. Each library was analyzed with the DNA 1000 chip using Agilent 2100 Bioanalyzer (Agilent) and quantified using the Qubit DNA HS kit (Thermo Fisher Scientific, Inc.). A pool of all libraries (pooled at equi-molar concentration) was generated, quantified with Qubit DNA HS kit (Thermo Fisher Scientific, Inc., Waltham, MA, USA), and run at a concentration of 1.7 pM on the NextSeq500 sequencer (Illumina Inc., San Diego, CA, USA) in 75 nts paired end sequencing mode following the manufacturer’s instruction. RNAseq data are available in the Gene Expression Omnibus (GEO) data repository under the accession code GSE233177.

Fastq files were analyzed using the docker4seq package [21]. In brief, the quality of fastq files was evaluated with fastqc. Fastq files were trimmed with Skewer and mapped with STAR 2.5 against the *Sus scrofa* genome retrieved from the EMBL repository. Differential expression analysis was performed with DEseq2 [22]. Heatmaps were generated with Morpheus software (data were Z-score normalized and hierarchical clustering was performed using Euclidean distance and average linkage) (https://software.broadinstitute.org/morpheus/, access date: 6 November 2023).

Identified differentially expressed genes (DEGs) were filtered on the basis of thresholds applied on recorded fold changes (|log2FC| ≥ 1), with statistical significance (*p* < 0.05).

An enrichment analysis of DEGs was then performed to identify the most significantly enriched Gene Ontology (GO) biological process terms (BP), molecular function terms (MF) and cellular component terms (CC) using the gProfiler webserver [23], with the following settings: ordered query ranked by log2 fold change expression values, considering only annotated genes, with gSCS threshold < 0.05.

Further Gene Set Enrichment Analysis (GSEA) was performed using GSEA software (ver. 4.3.2, Broad Institute, Cambridge, MA, USA) to more accurately rank and quantify the association between the whole gene sets and the phenotypes of interest (Sustanon and Myodine treatments in our case) [24]. For this analysis, a preliminary conversion of pig gene IDs to relative human orthologs was made using the gProfiler Gene ID conversion tool, needed for accession to GSEA Molecular Signatures Databases (MSigDB), only available for human and mouse species.

#### 2.3.3. Biomarkers Validation Study

Confirmatory analysis of expression levels of filtered DEGs from RNAseq experiments was then performed using Real-Time PCR (qPCR), according to the ΔΔCq relative quantification method applied for proper transcriptional biomarker validation [25].

A preliminary evaluation of 14 reference genes was conducted using GeNorm analysis tools [26] embedded in CFX Maestro software v.2.3 (Bio-rad Laboratories Inc., Hercules, CA, USA) to select a panel of stable genes needed for suitable normalization of DEG expression levels in tested liver samples. The reference genes selected for stability tests were as follows: Elongation factor 1 alpha (EF1A), beta-2-microglobulin (B2M), hypoxanthine phosphoribosyltransferase 1 (HPRT1), hydroxymethylbilane synthase (HMBS), tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein zeta (YWHAZ), actin beta (BACT), ubiquitin B (UBB), aldolase fructose-bisphosphate A (ALDOA), TATA-box binding protein (TBP), Ribosomal protein L32 (RLP32), glyceraldehyde-3-phosphate dehydrogenase (GAPDH), DNA topoisomerase II beta (TOP2B), phosphoglycerate kinase 1 (PGK1), and peptidylprolyl isomerase A (PPIA).

All primers for selected DEGs and reference genes were designed using Primer Express Software 3.0 (ThermoFisher) and checked for specificity and secondary structures by both in silico mFold analysis [27] and in vitro melting profiling on different ten-fold serial dilutions of pooled liver RNA samples (from 1 µG to 1 nG of total RNA) to test linearity and efficiency of each assay, according to MIQE guidelines [28]. Briefly, 1 µG of total RNA extract from each liver sample was retrotranscribed into cDNA using iScript gDNA Clear cDNA Synthesis Kit (Biorad, Hercules, CA, USA) and then amplified with each selected primer pair using Real-Time PCR runs on a CFX96 touch thermal cycler (Biorad). The 1X of iTaq Universal SYBR Green Supermix (Biorad), 200 ng of each primer pair, and 1:5 dilutions of cDNA were mixed in 20 µL reactions. A dedicated thermal protocol, including melting curve stage, was then applied to each reaction: initial denaturation at 95 °C for 30 s, 40 cycles at 95 °C for 3 s plus annealing/extension step at 60 °C for 20 s, followed by melt curve stage from 65 °C to 95 °C with temperature increment of 0.5 °C every 5 s. Three extraction replicates for each sample were analyzed with two PCR technical replicates for all selected targets.

### 2.4. Experimental Samples Residues Analysis

Serum samples from experimental animals were collected during slaughter procedures and stored at −80 °C until analysis. Analysis of experimental specimens was performed to check at residue levels the successful application of AAS treatments under study.

#### 2.4.1. Chemicals and Reagents

Methanol, water, and formic acid were of analytical- or HPLC-grade quality and were supplied by Merck KGaA (Darmstadt, Germany). SPE columns OASIS HLB (60 mg, 3 mL) were purchased from Waters (Petit-Couronne, France). 19-nor-17β-testosterone (nandrolone), 17β-testosterone, and 17β-testosterone-d3 were supplied by Merck KGaA (Darmstadt, Germany). The stock-standard solutions of each analyte and internal standard (ISTD) were prepared in methanol at a concentration of 1 µg/mL and stored at −20 °C in the dark; solutions were stable for 2 years. Suitable working standard solutions in methanol were obtained via appropriate dilution of the corresponding stock solutions and stored at −20 °C.

#### 2.4.2. Blood Sample Preparation

Blood serum (1 mL) was spiked with 50 μL ISTD and diluted with 5 mL water/methanol (1:1). Samples were loaded onto Waters OASIS HLB SPE (60 mg, 3 mL), previously conditioned with 1 mL water and 1 mL methanol; the analytes were eluted with 2 × 1 mL methanol. After evaporation to dryness using a nitrogen stream at 50 °C, residues were dissolved in a 0.1 mL methanol/water (1:1) mixture.

#### 2.4.3. LC-MS/MS Analysis 

LC analysis was carried out through an HPLC system, Vanquish (Thermo Fisher Scientific, Inc.). Chromatographic separation was performed on a Phenomenex Kinetex (2.1 × 100 mm; 1.7 μm) column, kept in a column oven at 40 °C, using gradient elution with solution A (0.1% formic acid in water) and B (0.1% formic acid in water in methanol). 17β-testosterone-d3 was used as an internal standard. 

A Q Exactive mass spectrometer was used (Thermo Fisher Scientific) that was equipped with a heated electrospray ionization probe measured in a positive mode (H-ESI+). For the quantification analysis, the mass spectrometer worked in the parallel reaction monitoring mode PRM with high resolution RP = 17,500 (FWHM) at 200 *m*/*z*. The mass spectrometer was externally calibrated for mass accuracy using an ionic calibration solution (Thermo Fisher Scientific). The injection volume was 5 µL and the flow rate was 0.3 mL/min, with an overall run time of 10 min. The gradient profile was as follows: 0–1 min 50% (B); 1–5 min linear increase up to 95% (B); 5–7 min, 95% (B); 7–8 min, ramp linearly to 50% (B); and 8–10 min, 50% (B).

The method was validated both for screening and quantification purposes according to Commission Regulation (EU) 2021/808 in the following concentration range: 0.25–80 µg/L for 17β-testosterone, nandrolone, and their corresponding esters.

### 2.5. Analysis of Field Sample Residues

Serum samples from the field survey performed in abattoirs located in Italy were collected during slaughter procedures and stored at −80 °C until analysis. For analytical investigations, a fit-for-purpose validated method already implemented in bovine serum specimens [22] was applied to collected pig serum samples with minor modifications (see Section 2.5.1, Section 2.5.2 and Section 2.5.3).

#### 2.5.1. Chemicals and Reagents 

Analytical-grade quality acetonitrile, methanol, and ammonium fluoride were supplied by Sigma-Aldrich (St. Louis, MO, USA); molecularly imprinting polymer (MIP) SPE cartridges were purchased from Affinsep (Petit-Couronne, France). 17β-estradiol, 17β-estradiol-d4, 17β-testosterone, 17β-testosterone-d3, progesterone, and progesterone-d9 (Sigma-Aldrich, St. Louis, MO, USA) were used for standard solutions and ISTD.

#### 2.5.2. Blood Sample Preparation

Briefly, blood serum (2 mL) was spiked with ISTD and diluted in water. Samples were loaded on MIP SPE cartridges conditioned with acetonitrile and water; after washing and drying steps of the cartridge, analytes were eluted in methanol, then dried in a nitrogen stream and finally dissolved in 0.1 mL of methanol/water mixture.

#### 2.5.3. LC-MS/MS Analysis 

LC analysis was performed on Exion HPLC system (Sciex, Framingham, MA, USA) connected to a QTRAP 6500+ mass spectrometer (Sciex); two analytes of interest were detected in ESI-positive (17β-testosterone and progesterone) and the other in ESI-negative (17β-estradiol) Multiple Reaction Monitoring (MRM) mode. Chromatographic separation was developed on a Waters XSelect HSS T3 XP (3 × 100 mm; 2.5 μm) column, setting up a gradient elution with solution A (NH4F 0.2 mM in water) and solution B (NH4F 0.2 mM in methanol). Injection volume was 25 µL; the overall run time was 20 min. Detailed MRM conditions are shown in Table 1.

The developed method was limited only to the molecules included in the Italian National Residue Control Plan (NRCP) and, accordingly, validated for both screening and quantification purposes, with the following concentration ranges: 0.020–0.080 µg/L for 17β-estradiol, 0.25–10 µg/L for 17β-testosterone, and 0.5–20 µg/L for progesterone. 

### 2.6. Data Analysis

Statistical analyses were performed using Prism 7.0 software (GraphPad Software, Inc, Boston, MA, USA) and GenEX software 6.1 (MultiID Analyses AB, Frölunda, Göteborg, Sweden). Data were tested for normal distribution using Kolomogorov–Smirnov’s test. Comparisons and related statistical differences between controls and treated groups were assessed using the unpaired Student’s *t*-test (two-tail) for normally distributed data. Two-tail Mann–Whitney U-test was used for data that were not normally distributed. Comparisons were considered significantly different with *p* < 0.05.

A multivariate statistical approach was then applied to all collected data, based on the application of Principal Component Analysis (PCA) embedded in GenEX software, consisting of a first pattern recognition analysis followed by a classification analysis. PCA was carried out on two datasets: one trial set considering only the specimens coming from experimental animals (*n* = 26) and the other where field samples were added as test set (*n* = 93).

## 3. Results

### 3.1. Animal Trial and Collection of Field Samples

Analytical findings from samples collected in the preclinical stage allowed, together with data on the health and welfare of the animals, the correct procedure of the planned clinical trial from day 94 to day 114 (data not shown). During the preclinical trial, one of the animals belonging to the nandrolone-treated group needed to be euthanized due to failure to thrive (day 28, neutered male). The other animals reached an average body weight of 120.9 ± 10.9 kg on the day of slaughter with no significant differences between control (b.w. 122.8 ± 8.5 kg) and exposed groups (b.w. 119.8 ± 8.9 kg for testosterone and b.w. 123.1 ± 13.3 kg for nandrolone groups). The FCR (feed conversion ratio) was calculated for animals weighing between 14 and 90 kg as the ratio of kg of feed consumed per kg of weight gain. For the control group, the average FCR was 2.32; for the nandrolone group, the average FCR was 2.38; and the average FCR was 2.15 for the testosterone group. Comparisons of FCR values between groups of animals were also not statistically significant. Collected specimens are detailed in Table 2.

Regarding the animals selected from the field survey, a total number of 67 liver specimens were collected from Italian slaughterhouses. Relevant data on breed, sex, age, and weight are reported in Supplementary Material S1.

### 3.2. Quality Check of RNA Samples

Extracted total RNA was successfully recovered from the 26 liver specimens collected at the end of the animal trial and from 57 out of the 67 liver samples from field pigs. RNA concentrations ranged between 848 ng/µL and 1968 ng/µL (mean concentration of 1400 ng/µL). RIN values ranged from 7 to 9.5 (mean RIN value 7.5). Further evaluation of RNA integrity was also conducted using DV_200_ calculations (percentage of RNA fragments > 200 base pairs), revealing low fragmentation rates (DV_200_ > 70% in selected extracts) in all selected samples. Detailed data on RNA extracts are reported in Supplementary Material S1.

### 3.3. RNAseq Analysis

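RNAseq data were analysed for liver samples of 24 pigs from the animal trial. Sustanon, a preparation of testosterone esters, had been injected intramuscularly at 4 mg/kg b.w., and Myodine, a preparation of nandrolone, at 5 mg/kg b.w., from day 94 to day 110, and the animals were slaughtered on day 114. The samples came from 8 Sustanon-treated pigs (3 gilts, 3 barrows and 2 boars), 8 Myodine-treated pigs (3 gilts, 2 barrows and 3 boars) and 8 control pigs (3 gilts, 3 barrows and 2 boars), with 1 library per pig. Figure 1 shows 23 of these pigs; control barrow 15 is not among them, and the paper gives no reason for leaving it out. The values reported here were therefore computed over the 23 pigs, and some are also given over all 24. The authors prepared stranded libraries from poly-A RNA, trimmed the paired-end reads with Skewer and aligned them with STAR to the Sus scrofa genome in docker4seq; the genome build and the counting tool are not named in the paper's text. For each gene they deposited the number of reads counted in each pig, without normalization, and the same data as log2(TPM + 1), where TPM is the length-scaled share of a transcript in its library. Counts summed to between 9267780 and 14017276 per pig, with a median of 10857171 for Sustanon-treated pigs, 11139846.5 for Myodine-treated pigs and 9586015 for the 7 control pigs of Figure 1. The range was 9774194 to 12251758 for Sustanon, 9628538 to 14017276 for Myodine and 9267780 to 13692975 for controls. The 10 genes with the most counts in a library took 28.0% ± 2.44 (SD, n = 8) of it with Sustanon, 26.7% ± 3.05 (SD, n = 8) with Myodine and 26.5% ± 3.51 (SD, n = 7) in controls, so that the groups differed by less than the spread between pigs. The counts were normalized by the TMM method of edgeR and tested with its quasi-likelihood test in a single fit of the 3 groups, without sex as a factor. The paper names DESeq2 for this step, which was run as an alternative. Genes with too few counts were removed by edgeR's filterByExpr function, which left 8321 genes. A gene was taken as a DEG when its p, adjusted by the Benjamini-Hochberg method, was under 0.05 and its absolute log2 fold change was at least 1. The paper gives the same fold change threshold and a p threshold of the same size, and its text does not say whether that p was adjusted. The Y-linked gene EIF1AY had 476 counts in the library labelled control gilt 16, 434 counts in the library labelled control gilt 18 and 1 count in the library labelled control barrow 15; these libraries were kept under their labels.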

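In the comparison of Sustanon-treated with control pigs, 98 genes were DEGs, of which 64 were higher and 34 lower after treatment. The smallest adjusted p of edgeR's quasi-likelihood test was 0.0203, and 272 genes had an adjusted p under 0.05 before the fold change threshold was applied. At an unadjusted p under 0.05, 1482 genes passed, and 211 of those also passed the fold change threshold. In the comparison of Myodine-treated with control pigs there were 0 DEGs, with a smallest adjusted p of 0.243; 515 genes had an unadjusted p under 0.05, and 43 of those had an absolute log2 fold change of at least 1. The DEGs of either comparison were therefore the 98 genes of the Sustanon comparison. With DESeq2, the tool named in the paper, and adjusted p values there were 162 DEGs with Sustanon, which included all 98, and 0 with Myodine (618 genes at an unadjusted p under 0.05). The setting that moved this number most was DESeq2 with unadjusted p values, which gave 375 DEGs in either comparison, 319 with Sustanon and 101 with Myodine. Over all 24 pigs, the edgeR test gave 129 DEGs with Sustanon, 94 of them among the 98, and 0 with Myodine (597 genes at an unadjusted p under 0.05). The number of DEGs rested on single libraries. It was 0 without control barrow 13 (1225 genes at an unadjusted p under 0.05), 2 without Sustanon gilt 5, 2 without Sustanon boar 19, 8 without the library labelled control gilt 18, 10 without control gilt 17, 28 without control barrow 14, 48 without Sustanon boar 20, 49 without the library labelled control gilt 16 and 155 without Sustanon barrow 3, and between 66 and 135 in the other fits that left out a single pig. The log2 fold changes of all tested genes in these fits correlated with those of the full fit with r between 0.981 and 1 across genes, which are not independent replicates. Among the DEGs with a mean log2 CPM (normalized counts scaled to a common library size) of at least 1, the largest increases were in the gene listed only as ENSSSCG00000021579 (log2 fold change 2.91), FMO1 (2.42), SLC1A2 (2.38), SDR9C7 (2.33) and TET3 (2.09). TET3 was measured at 217 ± 97.8 CPM (SD, n = 8) with Sustanon and 50.8 ± 14.6 CPM (SD, n = 7) in controls (standard error of the log2 fold change 0.40, adjusted p = 0.0225 from edgeR's quasi-likelihood test), and all 8 treated pigs were above every control pig. The largest decreases were in HSD17B2 (log2 fold change -4.45), ACAA2 (-2.70), IFITM3 (-2.19), the gene listed only as ENSSSCG00000032082 (-1.91) and CYP1A1 (-1.88). HSD17B2 was measured at 11.1 ± 13.6 CPM (SD, n = 8) with Sustanon and 241 ± 161 CPM (SD, n = 7) in controls (standard error 0.91, adjusted p = 0.0257 from the same edgeR test), and 4 treated pigs were below every control pig. FMO1, CYP1A1, IFITM3 and HSD17B2 belong to gene families whose reads may have been split between members, since the handling of shared reads is not stated in the paper's text.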

Comparative transcriptomics analysis, considering both Sustanon-treated and Myodine-treated pigs vs control animals, globally identified 491 differentially expressed genes. These were then used to generate a heatmap (Figure 1).

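The 98 DEGs were clustered on the z-scores of the deposited log2(TPM + 1) values over the 23 pigs, with the Euclidean distance and average linkage stated for Morpheus. The tree parted first into a branch of 64 genes and a branch of 34 genes. Of the 16 genes shown in red in Figure 1B, 7 were among the clustered DEGs, with 4 of them in the larger branch and 3 in the smaller one, so that the smallest branch with at least 75% of them was the whole tree. Complete linkage and a distance of 1 minus Pearson's correlation gave the same branch size, and 129 DEGs over all 24 pigs were likewise needed in full. The 2 branches, of 64 and 34 genes, have the sizes of the sets of higher and lower DEGs. Any tree that parts higher from lower genes first needs all its genes under this rule. The same size across settings is therefore no sign of stability. A mean z-score of log2 CPM was also computed per pig over the clustered DEGs, with the sign turned for genes lower after Sustanon. It was 0.83 ± 0.53 (SD, n = 8) for Sustanon-treated pigs, -0.21 ± 0.63 (SD, n = 8) for Myodine-treated pigs and -0.71 ± 0.42 (SD, n = 7) for controls. These genes were selected on the difference between Sustanon-treated and control pigs, so the distance between those groups is not informative. The selection used the same control libraries, so a Myodine mean above that of the controls may come from it and shows no effect of Myodine. Myodine boar 23 had a mean z-score of 1.16, within the range of the Sustanon-treated pigs (0.06 to 1.53).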

A discriminant transcriptional signature related to applied treatments was only identified in liver samples from Sustanon-treated pigs, characterizing a cluster of 143 DEGs and, within this, another more restricted cluster of 16 genes that could still discriminate well between untreated gilts, barrows, and boars compared to the relative testosterone ester-treated counterparts.

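Sustanon-treated and Myodine-treated pigs were also compared with each other, as a difference of each treatment from the controls does not test the difference between the treatments. There were 13 DEGs in this comparison, 7 higher and 6 lower with Sustanon, and 1477 genes with an unadjusted p under 0.05 in edgeR's quasi-likelihood test. With sex as a covariate there were 95, in gilts and barrows only 105, with DESeq2 67 and over all 24 pigs 17. Fewer were found with another normalization (RLE, 6), without the count filter (5), with the 2 groups alone (5) and with limma on the deposited log2 values (10). Of the 13 DEGs, 5 were also DEGs of Sustanon-treated against control pigs. The number rose to 111 without Myodine boar 23, 50 without Sustanon barrow 3 and 42 without Sustanon barrow 1, and lay between 0 and 8 in every other fit that left out a single pig, with at least 1190 genes at an unadjusted p under 0.05. Among the DEGs with a mean log2 CPM of at least 1, CACNA1H, ASB4, the gene listed only as ENSSSCG00000040337, CTSO and B3GNT8 were higher with Sustanon than with Myodine (log2 fold changes 2.04, 2.03, 1.35, 1.21 and 1.07). The gene listed only as ENSSSCG00000014565, SLC1A4, SELENBP1 and PPM1J were lower (-2.11, -1.62, -1.62 and -1.18). A score of the 16 genes was computed for each pig as the mean of their z-scores of log2 CPM over the 23 pigs. The sign of the 3 genes lower with Sustanon was not turned in it. It was 0.53 ± 0.34 (SD, n = 8) for Sustanon-treated pigs, -0.18 ± 0.26 (SD, n = 8) for Myodine-treated pigs and -0.40 ± 0.62 (SD, n = 7) for controls. The difference between Sustanon-treated and control pigs was 0.93 (two-sided exact permutation test, p = 0.00544), and 5 of the 8 treated pigs had a higher score than every control pig. Between Myodine-treated and control pigs the difference was 0.22 (p = 0.381, same exact permutation test), and between Sustanon-treated and Myodine-treated pigs it was 0.71 (p = 0.00155, same exact permutation test). Over all 24 pigs, with control barrow 15 at -0.86, the differences from the controls were 0.98 and 0.28. The 16 genes were chosen by the study on these libraries, so that the scores are not an independent test of them. Within the sexes as labelled, the score of Sustanon-treated pigs exceeded that of controls by 1.27 in gilts (3 against 3) and by 1.13 in barrows (3 against 2), with every treated pig above every control pig. In boars (2 against 2) the difference was 0.27, with scores of 0.67 and 0.86 in treated boars and 0.32 and 0.66 in control boars. It was 0.10 without control boar 27 and 0.45 without control boar 25. For Myodine the difference was 0.47 in gilts (3 against 3) and 0.64 in barrows (2 against 2), again with every treated pig above every control pig, and -0.62 in boars (3 against 2), so that the difference over all sexes combines opposite directions. For Sustanon, an exact permutation test cannot give a p under 0.1 for gilts and barrows or under 0.333 for boars at these group sizes. With the sign of the 3 lower genes turned, as in the loadings of Supplementary Material S3, the Sustanon difference was 1.96 in gilts, 1.86 in barrows and 0.62 in boars. Over all sexes it was then 1.52, with 6 of the 8 treated pigs above every control pig. From the heatmap, the paper concludes that a signature of treatment was found with Sustanon only, and that the restricted cluster of 16 genes still separates untreated gilts, barrows and boars from treated ones. 

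**Figure D1:**
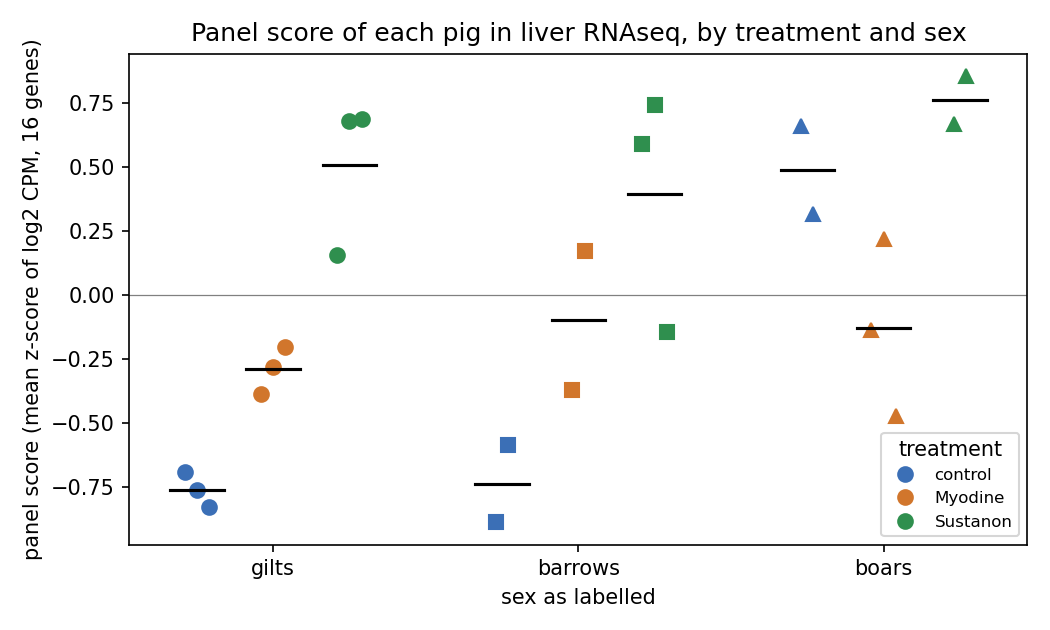
Score of the 16 genes (mean z-score of log2 CPM, vertical axis) for each pig, by treatment and labelled sex; each point is a pig and the bars are group means. Control gilts and barrows lie between -0.89 and -0.59, whereas control boars 25 and 27, at 0.66 and 0.32, lie among the Sustanon-treated pigs.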

Genes selected using clustering approaches were: Potassium voltage-gated channel subfamily B member 2 (KCNB2), Inositol 1,4,5-trisphosphate receptor type 3 (ITPR3), Dihydrodiol dehydrogenase (DHDH), Periplakin (PPL), Dehydrogenase/reductase (SDR family) member 4 (DHRS4), Telomeric repeat binding factor 2 (TERF2), Thioesterase superfamily member 5 (THEM5), Mitogen-activated protein kinase 4 (MAPK4), Ankyrin repeat and SOCS box containing 4 (ASB4), Calcium voltage-gated channel subunit alpha1 H (CACNA1H), UDP-GlcNAc:betaGal beta-1,3-N-acetylglucosaminyltransferase 8 (B3GNT8), ATPase Na^+^/K^+^ transporting subunit alpha 2 (ATP1A2), Tubulointerstitial nephritis antigen (TINAG), Dual oxidase 1 (DUOX1), Glycine-N-acyltransferase like 2 (GLYATL2), and Phospholipase B1 (PLB1).

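All 16 genes were among the 8321 tested, and 13 were higher and 3 lower in Sustanon-treated than in control pigs. For 14 of them the unadjusted p was under 0.05 in edgeR's quasi-likelihood test. Of the 16 genes, 7 were DEGs after adjustment over all tested genes, and 10 when the p values were adjusted over the list alone; as the study chose the list on these samples, the latter number is not independent evidence. GLYATL2 had the largest increase, with a log2 fold change of 3.36 (standard error 0.69, adjusted p = 0.0257 from edgeR), from a median of 3 counts in controls to 49.5 counts with Sustanon; it has a close paralog with which reads may be shared. KCNB2 (1.25, standard error 0.31, adjusted p = 0.0306), DHRS4 (1.22, standard error 0.31, adjusted p = 0.0367) and PPL (1.05, standard error 0.27, adjusted p = 0.0361) were also higher. DHRS4 was measured at 1784 ± 566 CPM (SD, n = 8) with Sustanon and 767 ± 474 CPM (SD, n = 7) in controls, belongs to a family of similar genes, and was at 488 CPM in Sustanon gilt 4, below every control pig. The 3 genes that were lower were all DEGs: PLB1 with a log2 fold change of -3.41 (standard error 0.78, adjusted p = 0.0257), TINAG with -3.17 (standard error 0.74, adjusted p = 0.0257) and DUOX1 with -3.07 (standard error 0.60, adjusted p = 0.0245). Their levels were low, with a median of 7.5, 6 and 4 counts after Sustanon against 81, 44 and 26 in controls. DHDH, TERF2 and B3GNT8 had adjusted p values of 0.0257, 0.0369 and 0.0306 and log2 fold changes of 0.82, 0.82 and 0.998, under the threshold of 1. ASB4 (1.48), CACNA1H (1.27), ITPR3 (0.66), MAPK4 (1.21) and THEM5 (0.82) had adjusted p values between 0.0795 and 0.674. THEM5 and MAPK4 had 0 to 4 counts in control gilts and barrows and 70 to 279 counts in control boars, which widened the standard errors of their log2 fold changes to 0.82 and 0.69. The alternative that moved the number of DEGs among the 16 genes most was the fit without boars, in which all 16 were DEGs; with all 24 pigs there were 11 and with sex as a covariate 12. Without control barrow 13, Sustanon gilt 5 or Sustanon boar 19 the number was 0 (with 1225, 1273 and 1226 of all genes at an unadjusted p under 0.05), without control gilt 17 or the library labelled control gilt 18 it was 1, without control barrow 14 it was 2, without the library labelled control gilt 16 or Sustanon boar 20 it was 4, and without control boar 25 it was 12. Of the 16 log2 fold changes, none changed sign in the 23 fits that each left out a pig. 

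**Figure D2:**
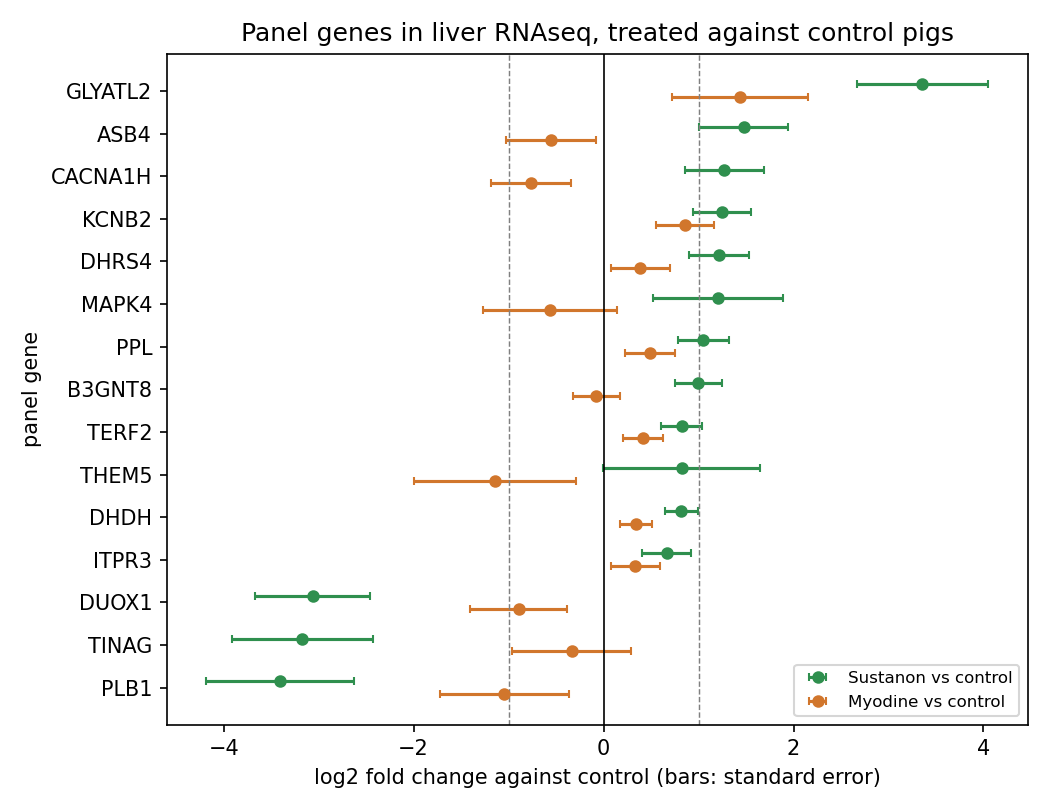
Log2 fold change against control pigs of 15 of the 16 genes after Sustanon and after Myodine (horizontal axis, edgeR), with standard errors as bars and dashed lines at -1 and 1. After Sustanon the values lie between -3.41 and 3.36, and after Myodine between -1.14 and 1.44.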

Following heatmap clustering, an enrichment analysis was conducted on the DEG list related to studied treatments in order to verify that, among the most significant gene ontology terms found (BP, MF, and CC), steroid hormone metabolism and related pathways were also enriched.

The GO enrichment analysis resulted in 137 annotated terms for genes with significant differences between the two groups, including 31 MF, 95 BP, and 11 CC terms, plus ten enriched KEGG pathways (Kyoto Encyclopedia of Genes and Genomes). The most significant top ten GO/KEGG items are reported in Figure 2. These terms are mainly related to metabolic processes and pathways, fat metabolism, and associated catalytic activities located in the cytoplasm. 

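The GO and KEGG term lists were not used here; shorter gene lists for parts of fat metabolism, compiled by hand before the data were examined, were tested for their share of the 98 DEGs among the 8321 tested genes with Fisher's exact test. Of 19 tested genes of fatty acid oxidation, 2 were DEGs (Fisher's exact test, p = 0.0206, adjusted p = 0.0412 over 6 lists). They changed in opposite directions. ACAA2, a thiolase of mitochondrial oxidation, was at 128 ± 94.1 CPM (SD, n = 8) after Sustanon against 828 ± 414 CPM (SD, n = 7) in controls, with an adjusted p of 0.0257 from edgeR's quasi-likelihood test. CROT, a carnitine acyltransferase, was at 989 ± 432 CPM (SD, n = 8) against 296 ± 133 CPM (SD, n = 7), a log2 fold change of 1.74 (standard error 0.46, adjusted p = 0.0390). None of the 18 tested genes of cholesterol synthesis and none of the 10 of fatty acid synthesis was a DEG. Without control barrow 13 there were 0 DEGs in all and no list could be tested in this way.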

KEGG pathways and other more specifically steroid-related GO terms were also enriched as expected, but with less significant p values when compared to the main metabolic process listed in Figure 2.

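Genes of steroid metabolism were tested for their share of the DEGs in the same manner. In a list of steroid dehydrogenases, 3 of 16 tested genes were DEGs (Fisher's exact test, p = 0.000794, adjusted p = 0.00238), and all 3 were lower after Sustanon. They were HSD17B2, HSD17B11 with a log2 fold change of -1.28 (standard error 0.35, adjusted p = 0.0464 from edgeR's quasi-likelihood test) and SDR42E1 with -1.21 (standard error 0.34, adjusted p = 0.0490). HSD17B11 was at 1042 ± 725 CPM (SD, n = 8) in treated and 2529 ± 700.2 CPM (SD, n = 7) in control pigs, and 6 of the 8 treated pigs were below every control pig, as were 6 for SDR42E1. In the fits that each left out a pig, the adjusted p of SDR42E1 reached 0.129 and that of HSD17B11 0.0990, while that of HSD17B2 reached 0.0615; their log2 fold changes stayed negative. DHDH, which is both on this list and among the 16 genes, was higher but under the fold change threshold. In a list of other genes of steroid hormone synthesis and clearance, 1 of 13 tested genes was a DEG (p = 0.143, same Fisher's exact test), namely CYP1A1, at 10.6 ± 10.8 CPM (SD, n = 8) against 39.2 ± 18.2 CPM (SD, n = 7).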

Gene Set Enrichment Analysis (GSEA), although requiring conversion from pig to human genes using orthologous annotation, was considered in the present study, being an empirical phenotype-based permutation test procedure able to preserve the correlation structures of the gene expression datasets [21]. When compared to gProfiler GO analysis (Figure 2B), GSEA also confirmed, on a reduced number of GO terms, the significant enrichment of specific steroid-related MF and BP pathways (Figure 3).

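The shift of whole gene lists, regardless of which members are DEGs, was tested with fry, a rotation test in edgeR, on the lists compiled by hand; the MSigDB sets and the orthologous human genes were not used here. The steroid dehydrogenases shifted towards higher expression after Sustanon (adjusted p = 0.0331 over 6 lists by fry in edgeR), with 10 of 16 genes higher, 6 lower and a median log2 fold change of 0.19. The call rested on the setting. With camera and its preset correlation the adjusted p was 0.272. By fry it was 0.0534 with sex as a covariate and 0.0239 over all 24 pigs. The largest increase of the list was in DHDH (log2 fold change 0.82), which the study had chosen for its panel on these same libraries. The list was not tested without DHDH, so the shift is not fully independent of that choice. Genes of steroid hormone synthesis and clearance did not shift with Sustanon (adjusted p = 0.934 by fry in edgeR; 6 of 13 higher), and neither did cholesterol synthesis (adjusted p = 0.721; 13 of 18 higher), fatty acid oxidation (adjusted p = 0.841; 8 of 19 higher) or fatty acid synthesis (adjusted p = 0.934; 5 of 10 higher). With Myodine the smallest adjusted p of the 6 lists was 0.264 by fry in edgeR, shared by steroid hormone synthesis and clearance (9 of 13 genes lower).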

### 3.4. Real-Time PCR Validation Study

Real-Time PCR validation was performed to confirm significant fold changes in 16 genes shown in Figure 1B. Gene identifiers and primers sequence of both tested reference genes and transcriptional biomarkers are reported in Supplementary Material S2.

At first, the evaluation of primers via dual in silico and in vitro approaches allowed the best primer pairs for each target to be defined (14 reference genes and 16 DEGs). GeNorm evaluation of 14 reference genes then found HPRT, HMBS, EF1α, and PPIA to be the most stable genes across both experimental and field samples (Figure 4).

Real-Time PCR allowed the confirmation of the expected fold changes (±confidence intervals at 95%) from RNAseq-identified DEGs via ΔΔCq relative quantification (Figure 5).

The PCA analysis based on the collected gene expression profiles in experimental animals is reported in Figure 6A. To gain further insights from recorded PCA results, relevant metadata like sex status (boars, barrows, gilts) were applied to samples clustered in score plots (Figure 6B). Therefore, considering the physiological levels of testosterone found on uncastrated boars belonging to the control group and the nandrolone-treated group (see residue analysis results in Table 3), a rearranged representation of treated and control groups using PCA is reported in Figure 6C.

Finally, a conclusive PCA analysis was performed also considering field samples (where only castrated barrows and gilts were available during abattoir samplings), characterized by gene expression profiles on the same 16 biomarkers considered on experimental pigs’ liver samples (Figure 6D). Scores and loadings of performed PCA are reported in Supplementary Material S3.

### 3.5. Analysis of Steroid Residues (Experimental Animals)

Steroid profiles in blood serum samples collected from experimental animals are reported in Table 3. Mean testosterone levels recorded in the treated group were 19.97 ± 8.58 ng/mL (*n* = 9). Mean nandrolone levels recorded in the treated group were 7.79 ± 2.66 ng/mL (*n* = 8). Traces of estradiol were found in a few samples of animals from both treated and control groups. Low concentrations of testosterone and nandrolone were determined in boars from the control group (see Table 3).

### 3.6. Analysis of Steroid Residues (Field Animals)

The method used, originally developed in bovine serum [29], met the criteria set out in Commission Decision 2002/657/EC for the purpose of both screening and confirmation, resulting in being specific, sensitive, and suitable for measuring the natural level of sex hormones in pig blood serum.

In all 57 serum samples, 17β-testosterone was not detected above the Limit of Quantification (LOQ) value.

In twenty serum samples, progesterone was detected at concentration levels above the LOQ value, five of which were barrows and fifteen of which were gilts. Recorded levels of progesterone were in line with data already reported in other recent abattoir surveys [30].

In only one female serum sample, 17β-estradiol was detected near the LOQ level. 

The detailed results of the quantitative method are described in Table 4.

## 4. Discussion

In the present work, an investigation of the coding transcriptome of liver samples collected from experimental and field pigs was performed to identify transcriptional signatures specifically related to the administration of testosterone and nandrolone esters. These illicit practices are known to be difficult to counter because endogenous steroid residues may sometimes be present in different animal matrices/specimens [10,31]; these aspects, together with the known relations among different “natural” steroids and metabolites, have always hampered the development of a definitive approach for control [32]. Therefore, the indirect detection of steroid ester abuse using untargeted biological methods still represents a chance to focus further investigations and, when needed, confirmatory analysis [15,33].

To achieve the aim of the study, transcriptional markers were identified using conventional treated vs control comparisons, in which uncastrated boars were included in both control and treated groups, together with castrated male pigs (barrows) and female pigs (gilts). This choice, apparently not very useful or even counterproductive, was originally made to select biomarkers unresponsive to a potential source of confounding variance caused by the “natural” occurrence of endogenous testosterone and/or nandrolone background levels in pigs, trying therefore to identify any transcriptional perturbation strictly related to synthetic steroid ester administration only (in our case Sustanon and Myodine). Finally, the field survey performed in Italy, including different weight categories, different breeds, and different types of pig farming, was designed to attempt a reliable assessment of the most critical sources of inter-individual and biological variability, which are known to affect the sensitivity and the specificity of indirect biological methods [32]. For this aspect, the concomitant steroid profiles of testosterone, estradiol, and progesterone, determined in pig serum samples according to a fit-for-purpose validated method compliant to Commission Regulation (EU) 2021/808, allowed further verification in a real field context of the specificity of selected biomarkers. The developed multi-residue method will need to be extended to other steroids like nandrolone, which is known to occur in both domestic and wild boars [10,34,35].

RNAseq analysis identified up to 491 DEGs related, as expected, to biological processes, molecular functions, and KEGG pathways (Figure 2 and Figure 3) that are known to be influenced by sex steroids in other farm species [36,37]. Among the DEGs found using the preliminary heatmap clustering analysis of RNAseq data, a minimum panel of 16 transcripts were still able to differentiate control animals from treated ones (Figure 1). 

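Pig by pig, the separation by single genes of the panel was as follows. GLYATL2 was higher in all 8 Sustanon-treated pigs than in any of the 7 control pigs of Figure 1, and DUOX1 was lower in all 8. DHDH and PPL were each above every control pig in 7 treated pigs, and DHRS4 in 6. TERF2 was above every control pig in 5 treated pigs, B3GNT8 and ASB4 in 4, KCNB2 and ITPR3 in 3 and CACNA1H in 2, whereas for THEM5 and MAPK4 control boar 25, at 24.9 and 12.0 CPM, exceeded every treated pig. TINAG and PLB1 were each below every control pig in 7 treated pigs. The expression of DHDH was 323 ± 44.5 CPM (SD, n = 8) with Sustanon and 183 ± 52.2 CPM (SD, n = 7) in controls. For Myodine-treated pigs, 1 gene of the panel, KCNB2, had an unadjusted p under 0.05, with 4.46 ± 0.71 CPM (SD, n = 8) against 2.46 ± 1.55 CPM (SD, n = 7), and 0 were DEGs (adjusted p of KCNB2 0.702 from edgeR's quasi-likelihood test). Adjusted over the list alone the number was also 0.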

Confirmation analysis was conducted using Real-Time PCR (Figure 6), a lower-throughput technique compared to RNAseq, but characterized by higher dynamic range and quantification accuracy. Collected quantification data (Figure 5) successfully confirmed significant differential expression in fourteen out of sixteen genes (*p* < 0.05), comparing testosterone-treated (Sustanon) and control pig groups, while only two out of sixteen genes were differentially expressed, according to univariate analysis, when comparing nandrolone-treated (Myodine) and control samples (Figure 5). Moreover, the transcriptional signature related to Myodine treatment, identified using RNAseq, was characterized by a larger number of downregulated genes in comparison to the Sustanon signature (see B3GNT8, ATP1A2, CACNA1H, DUOX1, and TINAG profiles in Figure 5). 

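At the unadjusted p and the fold change threshold, 16 of the 43 genes that passed with Myodine were lower than in controls (37.2%), against 95 of 211 with Sustanon (45.0%). With DESeq2, the tool named in the paper, at an unadjusted p the order of the shares was the other way. There, 46 of 101 were lower with Myodine (45.5%) and 136 of 319 with Sustanon (42.6%). The number of lower genes was smaller with Myodine by both tools. After adjustment, with 0 DEGs for Myodine, only the Sustanon comparison gives a share, of 34.7% lower (95% Wilson interval 26.0% to 44.5%). That interval treats the genes as independent, so it does not measure the spread between pigs. Without Sustanon gilt 5 or Sustanon boar 19 the share was 0% of 2 DEGs. Without control gilt 17 it was 70.0% of 10 DEGs. Within the panel, 9 of the 16 genes were lower with Myodine and 3 with Sustanon. With Myodine, the log2 fold changes were -0.89 for DUOX1 (standard error 0.51, adjusted p = 0.857 from edgeR's quasi-likelihood test), -0.77 for CACNA1H (standard error 0.42), -0.34 for TINAG (standard error 0.63) and -0.075 for B3GNT8 (standard error 0.24), so that none of these 4 decreases exceeded the spread between pigs by this test. Other genes that were lower were THEM5, MAPK4, ASB4 and PLB1. Single libraries decided some of the directions: B3GNT8 changed to 0.13 without control boar 25 and to 0.033 without control boar 27, MAPK4 to 0.54 and ASB4 to 0.028 without control boar 25, and TINAG to 0.072 without control barrow 14. In gilts and barrows alone, MAPK4 and THEM5 were higher with Myodine, with 15 to 22 and 7 to 67 counts per treated pig.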

As already seen in previous studies based on the profiling of transcriptional biomarkers to unveil growth promoters’ administration in farm animals [38], the validation analysis of RNAseq/Microarray data using Real Time and/or Digital PCR has often revealed how dowregulated genes, especially those that are characterized by low basal expression levels, are more difficult to validate for reliable application in field/unknown samples, where optimal preanalytical conditions in sampling procedures are not always guaranteed [39].

Indeed, subsequent PCA models (Figure 6A–D) showed that Myodine-treated pigs (red dots) were only slightly different from control pigs (blue dots) compared with Sustanon-treated animals (dark-green dots). Moreover, multivariate analysis also revealed that uncastrated boars belonging to both control and nandrolone-treated groups were clustered nearer to or together with testosterone-treated barrows, gilts, and boars (see the five red/light-green and blue/light-green dots in Figure 6C). These findings were confirmed by the steroid residue profiles collected on respective serum samples (five boars with a mean testosterone concentration of 1.68 ng/mL; see Table 3), showing that low endogenous levels of testosterone could be present in uncastrated boars, which could consequently affect the liver gene expression profiles. 

In light of the recorded results, considering that intact (uncastrated) boars are not usually intended for human consumption and that the rates of partially intact pigs (e.g., monorchid, incorrectly neutered barrows, etc.) are relatively low, the potential application of selected transcriptional biomarkers to setup bio-based screening methods was then evaluated in pig liver samples collected through field survey.

The gene expression profiles from animals sampled in Italian slaughterhouses according to different age and weight categories (see Supplementary Table S1) were studied using PCA analysis, and they tended to all be clustered around the samples of control pigs from the experimental trial (Figure 6D). These results were further confirmed by residue profiles in respective serum samples, in which no field animals were found positive for testosterone residues (Table 4).

As already shown in Figure 6C, the five experimental animals with reported low testosterone levels (mean concentration of 1.68 ng/mL) were grouped using PCA, mainly nearer to or together with testosterone-treated pigs (light-green dots, Figure 6D).

The tested panel of transcriptional biomarkers has therefore confirmed, at least for the illicit administration of testosterone esters, an interesting potential for supplementary field investigations, which will need to be extended in order to be validated on an even larger number of pig specimens than that already shown in the present study. In this regard, more refined supervised classification tools [38,39,40] will need to be considered in light of ISO-oriented validation approaches based on multivariate analysis [41].

## 5. Conclusions

The disclosure of illicit doping practices in farmed animals is still difficult in European countries due to the misuse of several classes of both “old and forgotten” or “new and unknown” drugs combined with more and more refined administration schedules on animals. Considering the recent choices of EU countries to set up risk-based monitoring plans, designed to potentially have the flexibility needed to effectively contrast these practices [42], the untargeted methods will represent an ideal tool to contrast animal doping, being based on omic approaches that could allow both retrospective analysis and the refinement of existing targeted strategies [43]. In this monitoring framework, the use of identified transcriptional biomarkers has confirmed how the transcriptomics approach can be a useful tool for the indirect detection of the misuse of anabolic steroids in fattening pigs.

## Figures and Tables

**Figure 1:**
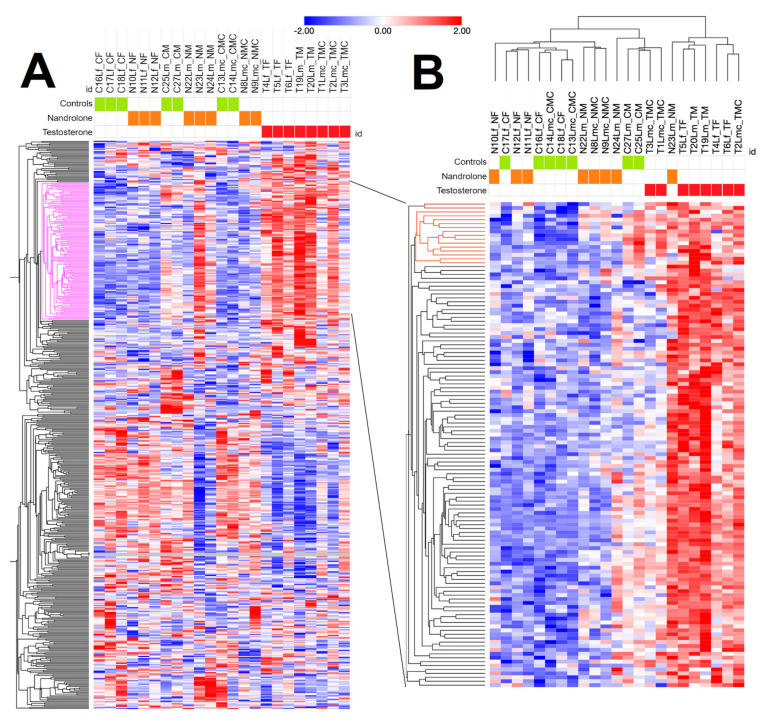
Hierarchical clustering of DEGs. (**A**) Heatmap of the 491 differentially expressed genes depicted from the analysis of Sustanon-treated and Myodine-treated pigs vs control animals. Black frame contains the subset of 143 genes that better discriminate control animals from treated animals. (**B**) Heatmap of the 143 genes on the pink cluster in panel A. Black frame includes the subset of 16 genes (red), providing the best discrimination between treated and control animals.

**Figure 2:**
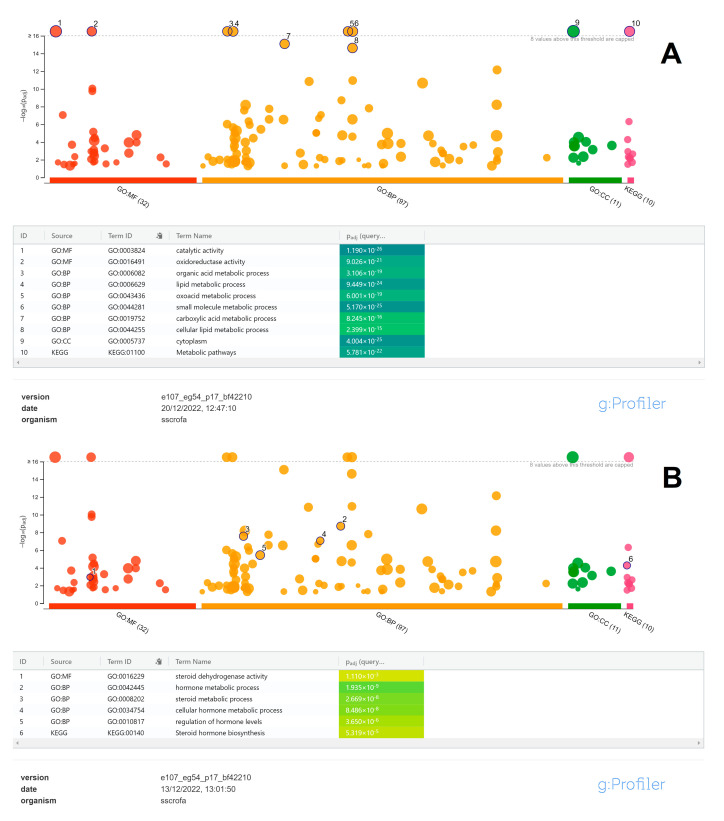
Gene ontology terms related to the most significant molecular functions, biological processes, and cellular components induced by steroid esters in pig livers (**A**). Steroids and hormonal metabolic processes are also induced by treatment with esters (**B**).

**Figure 3:**
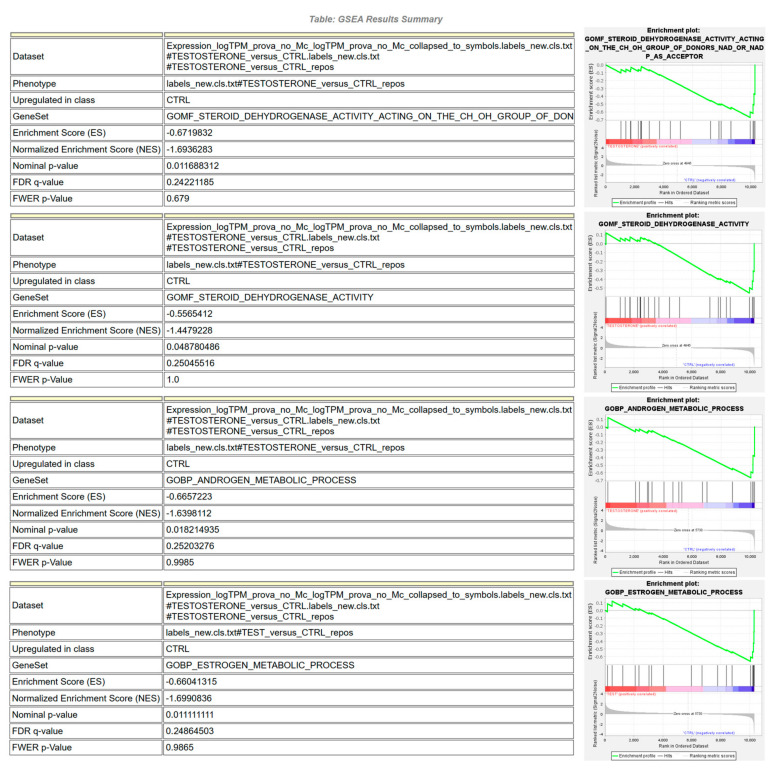
GSEA analysis of steroid ester-related DEGs. Gene identifiers were at first converted into human orthologs using gProfiler orthology search tool (g:Orth).

**Figure 4:**
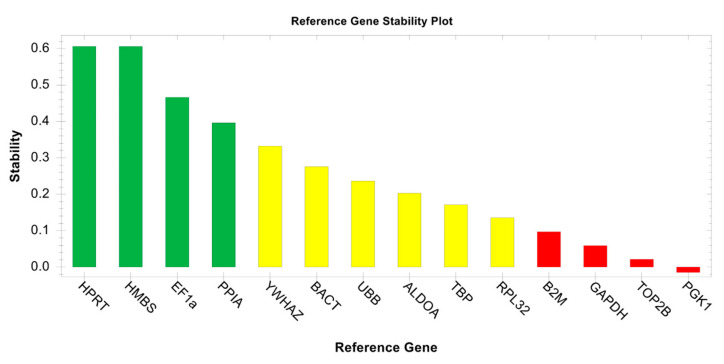
GeNorm evaluation of selected reference genes. HPRT, HMBS, EF1α, and PPIA showed acceptable stability and were therefore selected for normalization of gene expression data using the ΔΔCq method.

**Figure 5:**
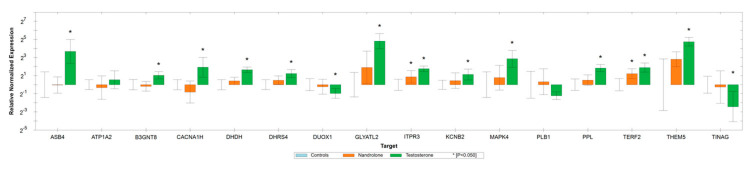
Detailed Fold Changes (±CI at 95%) in selected 16 DEGs identified using RNAseq.

**Figure 6:**
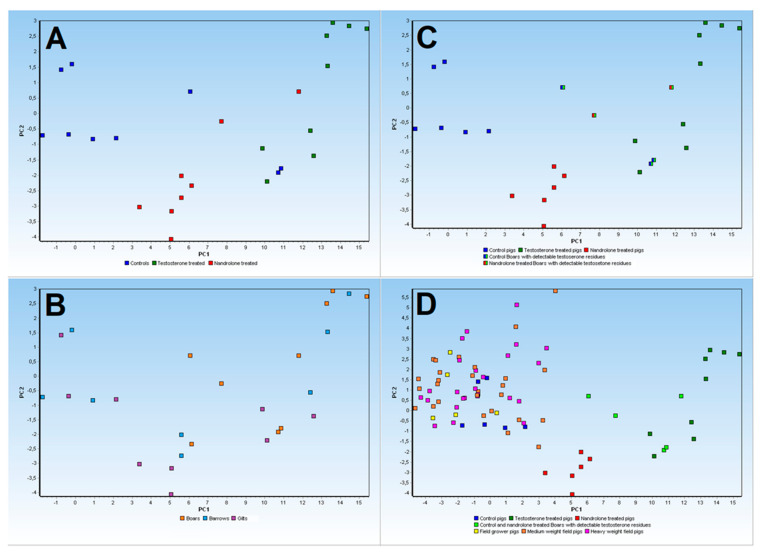
Principal Component Analysis of reference samples from the animal trial (**A**–**C**) and from field samples collected in Italy (**D**).

**Table 1:** Mass spectrometry parameters applied. (Abbreviations: DP—Declustering Potential; EP—Entrance Potential; CE—Collision Energy; CXP—Collision Exit Potential).

Analytes	DP	EP	Parent Ion	Product Ion	CE	CXP
17β-estradiol-d4	−130	−10	275.2	147.0	−53	−12
				187.0	−54	
				145.0	−65	
17β-estradiol	−100	−10	271.2	145.0	−50	−12
				183.1	−54	
				143.0	−67	
17β-testosterone-d3	90	10	292.2	256.4	25	12
				109	32	
				97.2	29	
17β-testosterone	74	10	289.1	97.2	29	12
				109.0	33	
				79.1	70	
Progesterone-d9	80	10	324.3	100.1	29	12
				113.1	33	
				306.4	25	
Progesterone	103	10	315.2	97.1	26	12
				109.1	30	
				297.4	22	

**Table 2:** Animal trial group compositions, identifiers, and respective sample labelling (barrow: castrated/neutered pig, gilt: female swine that has not yet produced a litter, boar: uncastrated male pig).

Group	Pig No.	Sex	Liver	Serum
Testosterone	1	barrow	T1L-Mc	S1
	2	barrow	T2L-Mc	S2
	3	barrow	T3L-Mc	S3
	4	gilt	T4L-F	S4
	5	gilt	T5L-F	S5
	6	gilt	T6L-F	S6
	19	boar	T19L-M	S19
	20	boar	T20L-M	S20
	21	boar	T21L-M	S21
Nandrolone	8	barrow	N8L-Mc	S8
	9	barrow	N9L-Mc	S9
	10	gilt	N10L-F	S10
	11	gilt	N11L-F	S11
	12	gilt	N12L-F	S12
	22	boar	N22L-M	S22
	23	boar	N23L-M	S23
	24	boar	N24L-M	S24
Control	13	barrow	C13L-Mc	S13
	14	barrow	C14L-Mc	S14
	15	barrow	C15L-Mc	S15
	16	gilt	C16L-F	S16
	17	gilt	C17L-F	S17
	18	gilt	C18L-F	S18
	25	boar	C25L-M	S25
	26	boar	C26L-M	S26
	27	boar	C27L-M	S27

**Table 3:** Profiles of steroid residues in serum samples.

Group	Sample ID	Sex	Testosterone	Nandrolone	Estradiol
			Concentration (ng/mL)	Concentration (ng/mL)	Concentration (ng/mL)
Testosterone	S1	Barrow	15.85	0	0
	S2	Barrow	13.71	0	0
	S3	Barrow	17.48	0	0
	S4	Gilt	16.79	0	0
	S5	Gilt	21.20	0	0
	S6	Gilt	41.99	0	0.014
	S19	Boar	15.99	0	0
	S20	Boar	20.53	0	0
	S21	Boar	16.17	0	0
Nandrolone	S8	Barrow	0	7.32	0
	S9	Barrow	0	4.67	0
	S10	Gilt	0	5.71	0
	S11	Gilt	0	8.49	0
	S12	Gilt	0	5.47	0
	S22	Boar	0	10.72	0
	S23	Boar	1.19	7.59	0
	S24	Boar	1.17	12.35	0
Control	S13	Barrow	0	0	0
	S14	Barrow	0	0	0
	S15	Barrow	0	0	0
	S16	Gilt	0	0	0
	S17	Gilt	0	0	0.044
	S18	Gilt	0	0	0
	S25	Boar	1.97	0	0.022
	S26	Boar	1.91	0.90	0.031
	S27	Boar	2.15	3.93	0

**Table 4:** Analysis of field survey residues in collected blood serum samples. Testosterone levels in all tested samples were <LOQ.

Animal ID	Sex	Breed	Weight Range for Batch (Kg)	Weight Category	Age (Months)	Progesterone (ng/mL)	Estradiol (ng/mL)
1	Barrow	Black Pig of Piedmont	90	medium	8	1.40	0
2	Gilt	Black Pig of Piedmont	90	medium	8	15.22	0
3	Gilt	Large White	150–160	heavy	10	21.76	0
4	Gilt	Large White	150–160	heavy	10	31.24	0
6	Gilt	Large White	150–160	heavy	10	2.40	0
7	Barrow	Large White	150–160	heavy	10	0	0
8	Gilt	Unknown commercial crossbred	100–110	medium	10	0.62	0
9	Gilt	Unknown commercial crossbred	100–110	medium	10	0	0
10	Gilt	Unknown commercial crossbred	100–110	medium	10	28.08	0
11	Gilt	Unknown commercial crossbred	100–110	medium	10	15.38	0
12	Barrow	Large White × Landrace	150–160	heavy	11	0	0
15	Barrow	Large White × Landrace	150–160	heavy	11	0	0
16	Barrow	Large White × Landrace	150–160	heavy	11	0	0
17	Barrow	Large White × Landrace	150–160	heavy	11	0	0
18	Barrow	Large White × Landrace	150–160	heavy	11	0	0
19	Barrow	Large White × Landrace	150–160	heavy	11	0	0
20	Barrow	Large White × Landrace	150–160	heavy	11	0	0
21	Barrow	Large White × Landrace	150–160	heavy	11	0	0
23	Gilt	Large White	110–120	medium	10	0	0
24	Gilt	Large White	110–120	medium	10	0	0
25	Gilt	Large White	110–120	medium	10	0.51	0
26	Barrow	Large White	110–120	medium	10	1.21	0
27	Gilt	Black Pig of Piedmont	90–100	medium	8	0	0
28	Barrow	Black Pig of Piedmont	90–100	medium	8	0.75	0
29	Barrow	Black Pig of Piedmont	90–100	medium	8	0.45	0
30	Gilt	Black Pig of Piedmont	90–100	medium	8	0	0
31	Barrow	Black Pig of Piedmont × Large White	100–110	medium	8	0	0
32	Barrow	Black Pig of Piedmont × Large White	100–110	medium	8	0	0
33	Gilt	Black Pig of Piedmont × Large White	100–110	medium	8	18.94	0
35	Barrow	Landrace	170–180	heavy	9	0	0
36	Barrow	Landrace	170–180	heavy	9	0	0
37	Barrow	Landrace	170–180	heavy	9	0	0
38	Barrow	Landrace	170–180	heavy	9	0	0
39	Barrow	Landrace	170–180	heavy	9	0	0
41	Barrow	Landrace	170–180	heavy	9	0	0
43	Barrow	Landrace	170–180	heavy	9	0	0
44	Gilt	Unknown commercial crossbred	150–160	heavy	10	8.04	0
46	Gilt	Unknown commercial crossbred	150–160	heavy	10	0	0.02
47	Gilt	Unknown commercial crossbred	150-–160	heavy	10	26.08	0
50	Barrow	Unknown commercial crossbred	150–160	heavy	10	0	0
51	Barrow	Unknown commercial crossbred	150–160	heavy	10	0	0
52	Gilt	Unknown commercial crossbred	150–160	heavy	10	5.72	0
53	Gilt	Duroc	60–70	small	6	4.41	0
54	Gilt	Duroc	60–70	small	6	0	0
55	Barrow	Duroc	60–70	small	6	0	0
56	Gilt	Duroc	60–70	small	6	0.66	0
57	Gilt	Duroc	60–70	small	6	0	0
58	Barrow	Black Pig of Sicily	70–90	medium	8	0	0
59	Barrow	Black Pig of Sicily	70–90	medium	8	0	0
60	Gilt	Black Pig of Sicily	70–90	medium	8	0	0
61	Barrow	Black Pig of Sicily	70–90	medium	8	0	0
62	Gilt	Black Pig of Sicily	70–90	medium	8	0	0
63	Barrow	Black Pig of Sicily	70–90	medium	8	0	0
64	Gilt	Black Pig of Sicily	70-90	medium	8	18.97	0
65	Barrow	Black Pig of Sicily	70–90	medium	8	0	0
66	Barrow	Black Pig of Sicily	70–90	medium	8	0	0
67	Barrow	Black Pig of Sicily	70–90	medium	8	0.48	0

## Data Availability

RNAseq data are available in the Gene Expression Omnibus (GEO) data repository under the accession code GSE233177. Other data are available on request from the authors.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ani13223495/s1, Table S1: Relevant data on breed, sex, age, and weight of pigs selected from Italian slaughterhouses; Table S2: Gene identifiers and primers sequence of reference genes and transcriptional biomarkers validated through qPCR; Table S3: Scores and loadings of performed PCA.

# Supplementary material for: RNAseq Analysis of Livers from Pigs Treated with Testosterone and Nandrolone Esters: Selection and Field Validation of Transcriptional Biomarkers
**Source:** Animals (Basel). 2023 Nov 13;13(22):3495. doi: 10.3390/ani13223495
**Supplement:** Supplementary file 1

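Supplementary Material S2 pairs each gene measured by Real-Time PCR with an Ensembl gene identifier and a primer pair, and can be read against the RNAseq gene table through these identifiers. It lists 14 reference genes, used to normalize the PCR data, and the 16 genes chosen from the heatmap. Most identifiers are printed with a digit more than the identifiers of the RNAseq table have, and were matched after a surplus zero was removed, with the gene symbol checked on both sides. All 16 chosen genes were found in this way, and 9 of the 14 reference genes. For β-ACT and for THEM5 the forward and the reverse primer are printed with the same sequence.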

Supplementary Material S2: primer sequences, identifiers and ensemble ID of reference genes and DEG.

| Gene name | Ensembl ID          | Primer Sequences (5'-3')                    |                                            |
|-----------|---------------------|---------------------------------------------|--------------------------------------------|
|           |                     | Forward                                     | Reverse                                    |
| EF1A      | ENSSSCG00000004489  | 5'- CAC ACT GCT TGA AGC TCT GGA T -3'       | 5'- GAC TGT ACC AAT ACC ACC AAT TTT GT -3' |
| B2M       | ENSSSCG000000051899 | 5'- TCC ACA CTG AGT TCA CTC CTA ACG -3'     | 5'- TGG TCT CGA TCC CAC TTA ACT ATC T -3'  |
| HPRT1     | ENSSSCG000000034896 | 5'- ATC ATT ATG CCG AGG ATT TGG A -3'       | 5'- CCT CCC ATC TCT TTC ATC ACA TC -3'     |
| HMBS      | ENSSSCG000000015108 | 5'- GAG GCT GCA GTG TGC CAG TAG -3'         | 5'- TGC ATG CTC TCT GCA CCA TT -3'         |
| YWHAZ     | ENSSSCG000000006062 | 5'- GCT GGT GAT GAT AAG AAA GGG ATT -3'     | 5'- TGA TAG GAT GTG TTG GTT GCA TTT -3'    |
| β-ACT     | ENSSSCG000000007585 | 5'- CCA ACT GGG ACG ACA TGG A -3'           | 5'- CCA ACT GGG ACG ACA TGG A -3'          |
| UBB       | ENSSSCG000000018033 | 5'- TGC ATT TTG ACC TGT GAG TGA AG -3'      | 5'- GAG GGT GAT TCG GGT GTG AT -3'         |
| ALDOA     | ENSSSCG000000032556 | 5'- CCA CGA GAC GCT CTA CCA GAA -3'         | 5'- CAC ACC CTT GTC CAC CTT GAT -3'        |
| TBP       | ENSSSCG000000037372 | 5'- CTA TAA GGT TAG AAG GCC TTG TGC TT -3'  | 5'- CAA TTC TCG GTT TGA TCA TTC TGT -3'    |
| RLP32     | ENSSSCG000000035811 | 5'- TCT GGT ACA CAA TGT AAA AGA GCT TGA -3' | 5'- GGC TTT GCG GTT CTT GGA A -3'          |
| GAPDH     | ENSSSCG000000000694 | 5'- CCA TCT TCC AGG AGC GAG ATC -3'         | 5'- GCC TTC TCC ATG GTC GTG AA -3'         |
| TOP2B     | ENSSSCG000000011213 | 5'- CAA CAA GCA AGA AAC CGA AGA A -3'       | 5'- GGT CCG TGG CAG AGA AGG T -3'          |
| PGK1      | ENSSSCG000000012440 | 5'- CCA CTG TGG CCT CTG GTA TAC C -3'       | 5'- AAT CTG CTT AGC CCG AGC AA -3'         |
| PPIA      | ENSSSCG000000016737 | 5'- CAT ACG GGT CCT GGC ATC TT -3'          | 5'- TGC CAT CCA ACC ACT CAG TCT -3'        |
| KCNB2     | ENSSSCG000000006185 | 5'-GGT GTG CGA CGA CTA CAA TCT G-3          | 5'-TCC CGG ATG GCG ATC A-3'                |
| ITPR3     | ENSSSCG000000001518 | 5'-CAC GAG AAC CAG ACC TGC AT-3'            | 5'-TCG TTG AGA ATC AGC GCA GT-3'           |
| DHDH      | ENSSSCG000000003144 | 5'-AAA CAC GAC ATC CCC AAG GC-3             | 5'-GCC AAT ATA GGC CAC CTC CAC-3'          |
| PPL       | ENSSSCG000000007927 | 5'-GGC CGC ATG CAG TAT GAC T-3'             | 5'-TCC GGT TGA TGA AAT TCT CGT A-3'        |
| DHRS4     | ENSSSCG000000002013 | 5'-GGC CAC AGT CCT GAT GAC AA-3'            | 5'-AGC CGC CTC CTC GTT TCT-3'              |
| TERF2     | ENSSSCG000000002762 | 5'-GGA TGA TGC AGA GCC CTA CCT-3'           | 5'-AGT GGA GGA CTC AGA TTT CAA AGC-3'      |
| THEM5     | ENSSSCG000000006614 | 5'-CCA TCC TGG TGC CCT CAA C-3'             | : 5'-CCA TCC TGG TGC CCT CAA C-3'          |
| MAPK4     | ENSSSCG000000004520 | 5'-ACC TTG GTG GGC GTT TCA-3'               | 5'-AGC CCA TTG ACG CCA AAG-3'              |
| ASB4      | ENSSSCG000000015333 | 5'-TCT GTA CAA CTC CAA GCT CCA TTC-3'       | 5'-CAT TCG CCC CTC TCC AAA-3'              |
| CACNA1H   | ENSSSCG000000034266 | 5'-TCA TCA TCG TGG GTT CCT TTT T-3'         | 5'-AGA ACT GCG TGG CGA TCA C-3'            |
| B3GNT8    | ENSSSCG000000032536 | 5'-CCC CAA CTG TGC TCC ACA A-3'             | 5'-CTG GAA CAG GTA AAG TCG GAT GT-3'       |
| ATP1A2    | ENSSSCG000000006391 | 5'-TGG GCA GGA GAA CAT CTC TGT-3'           | 5'-AGC TGA CTC GGA GGC ATC A-3'            |
| TINAG     | ENSSSCG000000001484 | 5'-AAA ACT GCA ATT CCT GCA CAT G-3'         | 5'-GGC ATA CGT GCT GGG AAC A-3'            |
| DUOX1     | ENSSSCG000000004675 | 5'-TTC TCC CAG GTG CTA GAC ATT GA-3'        | 5'-CCC GCA CCT TCT GTG ATG A-3'            |
| GLYATL2   | ENSSSCG000000013148 | 5'-GGC ATG CCC CCA GGT TA-3'                | 5'-CTC TTG GCA ACC TTG GAT CTG-3'          |
| PLB1      | ENSSSCG000000034756 | 5'-GCA GGC CAG TGT TTT CTG TAA CT-3'        | 5'-TCC AAC CTG GCC AGC TCT T-3'            |

# Supplementary material for: RNAseq Analysis of Livers from Pigs Treated with Testosterone and Nandrolone Esters: Selection and Field Validation of Transcriptional Biomarkers
**Source:** Animals (Basel). 2023 Nov 13;13(22):3495. doi: 10.3390/ani13223495
**Supplement:** Supplementary file 1

| Biomarkers | Loadings1    | Loadings2    | Loadings3    | Loadings4    |
|------------|--------------|--------------|--------------|--------------|
| PLB1       | -0.183873472 | 0.091546563  | -0.453692066 | 0.38098242   |
| TINAG      | -0.229264152 | -0.514081185 | 0.54343168   | 0.170719222  |
| GLYATL2    | 0.451095634  | 0.017354242  | -0.245970326 | 0.326975271  |
| DHDH       | 0.126581383  | 0.040098582  | 0.194652864  | 0.063091614  |
| DHRS4      | 0.13181142   | 0.013676545  | 0.066821181  | -0.045263081 |
| DUOX1      | -0.105185263 | 0.021544789  | -0.092336239 | 0.155794671  |
| ITPR3      | 0.155711761  | -0.060804913 | 0.136664462  | 0.196253741  |
| KCNB2      | 0.093267699  | 0.06659897   | 0.24616929   | -0.041247083 |
| B3GNT8     | 0.08912428   | 0.131773401  | 0.001670945  | 0.002787618  |
| PPL        | 0.168174812  | -0.005323987 | 0.142392076  | 0.157691785  |
| TERF2      | 0.197795239  | -0.083176668 | -0.011883304 | -0.026684212 |
| MAPK4      | 0.297499872  | 0.107751599  | -0.167013054 | 0.120321899  |
| THEM5      | 0.583250971  | -0.5540733   | -0.115956695 | -0.199723146 |
| ASB4       | 0.327256014  | 0.379599903  | 0.323877074  | -0.106481494 |
| ATP1A2     | 0.047571748  | -0.074676894 | 0.186550255  | 0.744092503  |
| CACNA1H    | 0.139064266  | 0.473345037  | 0.326696577  | 0.057543129  |

| Animal Trial Samples | Scores1      | Scores2      |
|----------------------|--------------|--------------|
| C13L_Mc              | -0.2053113   | 1.592660338  |
| T1L_Mc               | 13.3221576   | 1.533550971  |
| C26L_M               | 6.053190535  | 0.703495055  |
| N24L_M               | 7.715030173  | -0.253567634 |
| C27L_M               | 10.71036833  | -1.912537328 |
| T21L_M               | 13.57698224  | 2.94032204   |
| N8_Mc                | 5.599161873  | -2.015165618 |
| C14L_Mc              | -1.744044948 | -0.7106748   |
| N10L_F               | 5.061944624  | -3.166738739 |
| C16L_F               | -0.358256574 | -0.67796488  |
| N11L_F               | 5.038578058  | -4.069145451 |
| C18L_F               | -0.749416591 | 1.416567922  |
| N22L_M               | 6.131807385  | -2.341891347 |
| T19L_M               | 13.27768715  | 2.512547423  |
| C15L_Mc              | 0.909521393  | -0.824608143 |
| T2L_Mc               | 12.40978388  | -0.554231296 |
| T3L_Mc               | 9.87052509   | -1.130373458 |
| N9L_Mc               | 5.591708635  | -2.730507283 |
| T4L_F                | 10.11364459  | -2.206708577 |
| C17L_F               | 2.147508019  | -0.795980438 |
| T5L_F                | 14.43620521  | 2.838344164  |
| C25L_M               | 10.86119652  | -1.784356545 |
| N12L_F               | 3.371181254  | -3.0321378   |
| T6L_F                | 12.56826351  | -1.373752482 |
| T20L_M               | 15.38193903  | 2.742270802  |
| N23L_M               | 11.79314348  | 0.707563332  |

| Field Animal Samples | Scores1      | Scores2     |
|----------------------|--------------|-------------|
| 1                    | 4.002869372  | 5.819442318 |
| 2                    | 0.926320385  | 1.557744495 |
| 3                    | 1.082888329  | 2.674268593 |
| 4                    | 1.602084284  | 3.208882463 |
| 6                    | 1.634990392  | 5.144615755 |
| 7                    | 1.767731055  | 0.457814772 |
| 8                    | 3.46802185   | 3.035573388 |
| 9                    | 0.666211178  | 0.780532906 |
| 10                   | 1.575287827  | 4.07533292  |
| 11                   | -3.122195542 | 1.852358546 |
| 12                   | -0.753101595 | 0.925675017 |

|    |              |              |
|----|--------------|--------------|
| 15 | -0.8962193   | 1.953399535  |
| 16 | -2.069484058 | 0.906353118  |
| 17 | -0.43152303  | 1.639778717  |
| 18 | 2.992406484  | 2.316012778  |
| 19 | -0.755605868 | 0.802926644  |
| 20 | -1.750005665 | 3.504675401  |
| 21 | 2.070235054  | -0.609049415 |
| 23 | -1.581313736 | 0.607525765  |
| 24 | -4.307729802 | 0.630001696  |
| 25 | 1.199919129  | 0.619569401  |
| 26 | 1.095528076  | -1.071816652 |
| 27 | 3.240199971  | -0.463552169 |
| 28 | -4.37667212  | 1.078004832  |
| 29 | 0.756739618  | 1.22651489   |
| 30 | -3.518505362 | 0.207243131  |
| 31 | -4.644803438 | 0.113903223  |
| 32 | -3.509028185 | 2.48878355   |
| 33 | -3.193900324 | 0.427810963  |
| 35 | -1.953109172 | 2.604448828  |
| 36 | -4.447065138 | 1.539901383  |
| 37 | -0.419182649 | -0.246355716 |
| 38 | -0.794569507 | 0.709161594  |
| 39 | -0.932564025 | 1.063822124  |
| 41 | -1.6803511   | 0.58407209   |
| 43 | -3.75426337  | 0.956982694  |
| 44 | -3.428692633 | -0.750961027 |
| 46 | -2.273193463 | -0.584586211 |
| 47 | -3.879341144 | 0.509632326  |
| 50 | -1.910647327 | 2.450113604  |
| 51 | -1.456883285 | 3.861154581  |
| 52 | -2.075618451 | 0.169797476  |
| 53 | -2.146362018 | -0.203881432 |
| 54 | -2.656381108 | 1.744083327  |
| 55 | -3.558901474 | -0.363859674 |
| 56 | -2.473833371 | 2.825071997  |
| 57 | 0.401835752  | -0.097875175 |
| 58 | -1.097389247 | 1.709630005  |
| 59 | 2.984766852  | -1.756568644 |
| 60 | 0.086662677  | -0.029615183 |
| 61 | -0.96267981  | 2.101203236  |
| 62 | 3.342344697  | 1.964644557  |
| 63 | -3.196646377 | 1.475699414  |
| 64 | -0.804045674 | 0.747860482  |
| 65 | -3.370722208 | 2.457882436  |
| 66 | -3.249818947 | 1.297978975  |
| 67 | 1.759075579  | -0.447751666 |

# Supplementary material for: RNAseq Analysis of Livers from Pigs Treated with Testosterone and Nandrolone Esters: Selection and Field Validation of Transcriptional Biomarkers
**Source:** Animals (Basel). 2023 Nov 13;13(22):3495. doi: 10.3390/ani13223495
**Supplement:** Supplementary file 1

| Year | Sampling ID | Sex    | Breed                               | Weight range for batch (Kg) | Weight category | Age (months) | Slaughter plant location | [RNA] ng/μL | RIN  | DV200 |
|------|-------------|--------|-------------------------------------|-----------------------------|-----------------|--------------|--------------------------|-------------|------|-------|
| 2021 | 1           | Barrow | Black Pig of Piedmont               | 90                          | medium          | 8            | Piedmont                 | 1180        | 7.3  | 85%   |
| 2021 | 2           | Gilt   | Black Pig of Piedmont               | 90                          | medium          | 8            | Piedmont                 | 1000        | 8.2  | 82%   |
| 2021 | 3           | Gilt   | Large white                         | 150-160                     | heavy           | 10           | Piedmont                 | 896         | 7.9  | 84%   |
| 2021 | 4           | Gilt   | Large white                         | 150-160                     | heavy           | 10           | Piedmont                 | 1296        | 9.3  | 85%   |
| 2021 | 5           | Barrow | Large white                         | 150-160                     | heavy           | 10           | Piedmont                 | 1492        | 2.9  | 51%   |
| 2021 | 6           | Gilt   | Large white                         | 150-160                     | heavy           | 10           | Piedmont                 | 1196        | 7.3  | 71%   |
| 2021 | 7           | Barrow | Large white                         | 150-160                     | heavy           | 10           | Piedmont                 | 1564        | 7    | 84%   |
| 2021 | 8           | Gilt   | Unknown commercial crossbred        | 100-110                     | medium          | 10           | Piedmont                 | 852         | 7.4  | 75%   |
| 2021 | 9           | Gilt   | Unknown commercial crossbred        | 100-110                     | medium          | 10           | Piedmont                 | 1316        | 7    | 78%   |
| 2021 | 10          | Gilt   | Unknown commercial crossbred        | 100-110                     | medium          | 10           | Piedmont                 | 568         | 9.3  | 86%   |
| 2021 | 11          | Gilt   | Unknown commercial crossbred        | 100-110                     | medium          | 10           | Piedmont                 | 1,768       | 7.4  | 75%   |
| 2021 | 12          | Barrow | Large white x Landrace              | 150-160                     | heavy           | 11           | Piedmont                 | 1448        | 7.6  | 88%   |
| 2021 | 13          | Barrow | Large white x Landrace              | 150-160                     | heavy           | 11           | Piedmont                 | <50         | N.A. | N.A.  |
| 2021 | 14          | Barrow | Large white x Landrace              | 150-160                     | heavy           | 11           | Piedmont                 | 125         | 4.6  | 55%   |
| 2021 | 15          | Barrow | Large white x Landrace              | 150-160                     | heavy           | 11           | Piedmont                 | 1100        | 7    | 77%   |
| 2021 | 16          | Barrow | Large white x Landrace              | 150-160                     | heavy           | 11           | Piedmont                 | 1,416       | 8.9  | 84%   |
| 2021 | 17          | Barrow | Large white x Landrace              | 150-160                     | heavy           | 11           | Piedmont                 | 1960        | 7.1  | 86%   |
| 2021 | 18          | Barrow | Large white x Landrace              | 150-160                     | heavy           | 11           | Piedmont                 | 704         | 9.3  | 89%   |
| 2021 | 19          | Barrow | Large white x Landrace              | 150-160                     | heavy           | 11           | Piedmont                 | 852         | 9.3  | 81%   |
| 2021 | 20          | Barrow | Large white x Landrace              | 150-160                     | heavy           | 11           | Piedmont                 | 704         | 9.5  | 88%   |
| 2021 | 21          | Barrow | Large white x Landrace              | 150-160                     | heavy           | 11           | Piedmont                 | 688         | 9.5  | 89%   |
| 2021 | 22          | Barrow | Large white                         | 110-120                     | medium          | 10           | Piedmont                 | 56          | 4.5  | 52%   |
| 2021 | 23          | Gilt   | Large white                         | 110-120                     | medium          | 10           | Piedmont                 | 948         | 8.1  | 85%   |
| 2021 | 24          | Gilt   | Large white                         | 110-120                     | medium          | 10           | Piedmont                 | 296         | 8.5  | 89%   |
| 2021 | 25          | Gilt   | Large white                         | 110-120                     | medium          | 10           | Piedmont                 | 604         | 9.6  | 89%   |
| 2021 | 26          | Barrow | Large white                         | 110-120                     | medium          | 10           | Piedmont                 | 572         | 9.1  | 85%   |
| 2021 | 27          | Gilt   | Black Pig of Piedmont               | 90-100                      | medium          | 8            | Piedmont                 | 1948        | 7.9  | 83%   |
| 2021 | 28          | Barrow | Black Pig of Piedmont               | 90-100                      | medium          | 8            | Piedmont                 | 1792        | 8.4  | 81%   |
| 2021 | 29          | Barrow | Black Pig of Piedmont               | 90-100                      | medium          | 8            | Piedmont                 | 2160        | 7.2  | 83%   |
| 2021 | 30          | Gilt   | Black Pig of Piedmont               | 90-100                      | medium          | 8            | Piedmont                 | 1200        | 7.1  | 85%   |
| 2021 | 31          | Barrow | Black pig of Piedmont x Large white | 100-110                     | medium          | 8            | Piedmont                 | 1688        | 7.4  | 83%   |
| 2021 | 32          | Barrow | Black pig of Piedmont x Large white | 100-110                     | medium          | 8            | Piedmont                 | 1968        | 8    | 80%   |
| 2021 | 33          | Gilt   | Black pig of Piedmont x Large white | 100-110                     | medium          | 8            | Piedmont                 | 2120        | 7.2  | 82%   |
| 2021 | 34          | Barrow | Landrace                            | 170-180                     | heavy           | 9            | Puglia                   | 942         | 4.9  | 61%   |
| 2021 | 35          | Barrow | Landrace                            | 170-180                     | heavy           | 9            | Puglia                   | 2850        | 7    | 74%   |
| 2021 | 36          | Barrow | Landrace                            | 170-180                     | heavy           | 9            | Puglia                   | 2670        | 7.8  | 71%   |

|      |    |        |                              |         |        |    |          |      |      |      |
|------|----|--------|------------------------------|---------|--------|----|----------|------|------|------|
| 2021 | 37 | Barrow | Landrace                     | 170-180 | heavy  | 9  | Puglia   | 2340 | 8    | 81%  |
| 2021 | 38 | Barrow | Landrace                     | 170-180 | heavy  | 9  | Puglia   | 2020 | 7.2  | 73%  |
| 2021 | 39 | Barrow | Landrace                     | 170-180 | heavy  | 9  | Puglia   | 1724 | 8.1  | 80%  |
| 2021 | 40 | Barrow | Landrace                     | 170-180 | heavy  | 9  | Puglia   | <50  | N.A. | N.A. |
| 2021 | 41 | Barrow | Landrace                     | 170-180 | heavy  | 9  | Puglia   | 1112 | 7    | 75%  |
| 2021 | 42 | Barrow | Landrace                     | 170-180 | heavy  | 9  | Puglia   | 520  | 3.3  | 51%  |
| 2021 | 43 | Barrow | Landrace                     | 170-180 | heavy  | 9  | Puglia   | 956  | 7.1  | 71%  |
| 2022 | 44 | Gilt   | Unknown commercial crossbred | 150-160 | heavy  | 10 | Piedmont | 1520 | 7.3  | 81%  |
| 2022 | 45 | Barrow | Unknown commercial crossbred | 150-160 | heavy  | 10 | Piedmont | 300  | 3.6  | 35%  |
| 2022 | 46 | Gilt   | Unknown commercial crossbred | 150-160 | heavy  | 10 | Piedmont | 1028 | 7.8  | 78%  |
| 2022 | 47 | Gilt   | Unknown commercial crossbred | 150-160 | heavy  | 10 | Piedmont | 1252 | 7.1  | 79%  |
| 2022 | 48 | Barrow | Unknown commercial crossbred | 150-160 | heavy  | 10 | Piedmont | 205  | 4    | 75%  |
| 2022 | 49 | Barrow | Unknown commercial crossbred | 150-160 | heavy  | 10 | Piedmont | 92   | 3.9  | 54%  |
| 2022 | 50 | Barrow | Unknown commercial crossbred | 150-160 | heavy  | 10 | Piedmont | 880  | 7.7  | 90%  |
| 2022 | 51 | Barrow | Unknown commercial crossbred | 150-160 | heavy  | 10 | Piedmont | 1008 | 7.9  | 78%  |
| 2022 | 52 | Gilt   | Unknown commercial crossbred | 150-160 | heavy  | 10 | Piedmont | 1604 | 7.5  | 84%  |
| 2023 | 53 | Gilt   | Duroc                        | 60-70   | small  | 6  | Piedmont | 2586 | 7.5  | 75%  |
| 2023 | 54 | Gilt   | Duroc                        | 60-70   | small  | 6  | Piedmont | 2768 | 7.1  | 78%  |
| 2023 | 55 | Barrow | Duroc                        | 60-70   | small  | 6  | Piedmont | 1824 | 7.1  | 71%  |
| 2023 | 56 | Gilt   | Duroc                        | 60-70   | small  | 6  | Piedmont | 3240 | 7    | 80%  |
| 2023 | 57 | Gilt   | Duroc                        | 60-70   | small  | 6  | Piedmont | 1048 | 7.3  | 78%  |
| 2023 | 58 | Barrow | black pig of Sicily          | 70-90   | medium | 8  | Sicily   | 1368 | 7.1  | 80%  |
| 2023 | 59 | Barrow | black pig of Sicily          | 70-90   | medium | 8  | Sicily   | 796  | 7.3  | 72%  |
| 2023 | 60 | Gilt   | black pig of Sicily          | 70-90   | medium | 8  | Sicily   | 1100 | 7    | 90%  |
| 2023 | 61 | Barrow | black pig of Sicily          | 70-90   | medium | 8  | Sicily   | 1720 | 7.1  | 79%  |
| 2023 | 62 | Gilt   | black pig of Sicily          | 70-90   | medium | 8  | Sicily   | 940  | 7.4  | 74%  |
| 2023 | 63 | Barrow | black pig of Sicily          | 70-90   | medium | 8  | Sicily   | 668  | 7.7  | 77%  |
| 2023 | 64 | Gilt   | black pig of Sicily          | 70-90   | medium | 8  | Sicily   | 410  | 7.1  | 70%  |
| 2023 | 65 | Barrow | black pig of Sicily          | 70-90   | medium | 8  | Sicily   | 1196 | 8.2  | 73%  |
| 2023 | 66 | Barrow | black pig of Sicily          | 70-90   | medium | 8  | Sicily   | 780  | 7    | 77%  |
| 2023 | 67 | Barrow | black pig of Sicily          | 70-90   | medium | 8  | Sicily   | 454  | 7.1  | 76%  |

Sample with RIN<7 removed from the study

How the deposited data were processed for this re-analysis (not part of the article)

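RNAseq data of liver from 24 pigs were used, 8 treated with Sustanon at 4 mg/kg, 8 treated with Myodine at 5 mg/kg and 8 controls, with 1 library per pig. Injections ran from day 94 to day 110 and slaughter was on day 114. The pigs were grouped by the treatment and the sex given in the sample labels. Values were computed over the 23 pigs of Figure 1, without control barrow 15, and in part again over all 24. The paper gives no reason for leaving out that pig.

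The authors prepared stranded poly-A libraries, trimmed the reads with Skewer and aligned them with STAR in docker4seq. They deposited counts of reads per gene without normalization, for 13463 genes, with totals between 9267780 and 14017276 per library. They also deposited the same libraries as log2(TPM + 1), with a pseudocount of 1; converted back, the TPM of a library sum to between 989763 and 994408. In 329 cells the count is 0 and the TPM is above 0. How reads shared by similar genes were counted is not stated in the paper's text, so values of genes with close relatives (GLYATL2, DHRS4, FMO1, FMO5, CYP1A1, IFITM3 and the HSD17B family) are uncertain. Gene symbols were taken from the deposited tables, in which 3779 genes have none; 9564 identifiers also have a name in the reference table of gene names. No coordinates are given.

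Counts were analysed in R 4.3.3 with edgeR 4.0.16: filterByExpr by treatment, TMM normalization, and the quasi-likelihood test in a single fit of the 3 groups, which compared Sustanon with control, Myodine with control and Sustanon with Myodine, two-sided. The paper names DESeq2 for this step; it was run as an alternative. A DEG has a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. The median log2 fold change of the tested genes was -0.01 for Sustanon and 0.00 for Myodine. CPM were computed with TMM, and log2 CPM with a prior count of 2. Genes named in the text are the 16 genes of the study's panel, the reference genes of Supplementary Material S2, in each comparison the 5 DEGs with the largest positive and the 5 with the largest negative log2 fold change among those with a mean log2 CPM of at least 1, and the members of the gene lists that are DEGs; of these, a panel gene and a reference gene are not reported here singly.

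The panel score is the mean z-score of log2 CPM over the 16 genes, compared between groups by an exact two-sided permutation test. DEGs were clustered on z-scores of the deposited log2 values with Euclidean distance and average linkage, and the smallest branch with at least 75% of the panel DEGs was taken. Gene lists were compiled by hand and tested with fry, with camera at a preset correlation of 0.01 and with Fisher's exact test; they are shorter than the GO, KEGG and MSigDB sets, which were not used here. A further 7 lists of marker genes were compiled for cell types and tissues. By fry, Sustanon against control, adjusted over the tested marker lists, p was 0.0365 for hepatocytes (5 genes tested, all higher), 0.163 for bile duct cells (4 genes), 0.283 for leukocytes (9 genes), 0.319 for red blood cells (4 genes) and 0.319 for stellate and stromal cells (7 genes); too few genes of the skeletal muscle and pancreas lists passed the filter. The level of the Y-linked gene EIF1AY was checked against the labelled sex.

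The tests by edgeR, DESeq2, limma and fry, the exact permutation test and Dixon's test were tried on simulated data, and clustering, camera and Fisher's exact test were not. Of 200 changed genes, edgeR recovered 98% among 8277 tested genes with 0.508% of its calls wrong. It called 0 DEGs where nothing had been changed. DESeq2 recovered 98.5% among 13463 genes and called 1 DEG where nothing had been changed, and limma recovered 92.5%. The simulated log2 changes were all at least 2 in size. These shares therefore say nothing of how many changes nearer the threshold of 1 would be found. Alternatives were all 24 pigs, DESeq2 1.42.0, unadjusted p, both of these together, RLE normalization, no count filter, no fold change threshold, sex as a covariate, gilts and barrows only, the 2 groups of a comparison alone, limma 3.58.1 on the deposited log2 values, and each pig left out in turn. For the score and the lists, the alternatives were other prior counts, the signs of the loadings in Supplementary Material S3, and the settings above that apply. Real-Time PCR, serum and field data were not re-analysed; the paper's PCR scores and serum testosterone were used only for comparison with RNAseq.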

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

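The tests on Myodine boar 23 and the choice of MPDZ, TNFAIP8L1 and the gene listed as ENSSSCG00000038557 were made after their values had been seen; the other tests were chosen before.

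A pig far from the others of its group was looked for in 57 groups of values, by the gap to the nearest pig as a share of the range of the group. It was found in 2 groups, against 2.85 expected by chance. DHRS4 in Sustanon gilt 4 had a share of 0.792 (488 CPM, with 1640 to 2253 CPM in the 7 other Sustanon-treated pigs). DHRS4 has similar relatives, and how shared reads were counted is not stated; no biological explanation was tested. MAPK4 in Myodine boar 23 had a share of 0.623 (5.00 CPM).

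Myodine boar 23 also lay with the Sustanon-treated pigs over the 98 DEGs (mean z-score 1.16; other Myodine-treated pigs -0.79 to 0.22). An exchange of its library with that of a Sustanon-treated pig after RNA extraction is argued against by the paper's own PCR data, in which its first-component score is 11.8, within the range of the Sustanon-treated pigs (9.87 to 15.4). A mixed sample is argued against by the DEGs lower with Sustanon, over which its mean z-score is -1.23, within the Sustanon range of -1.35 to -0.25, with the other Myodine-treated pigs at -0.36 to 0.85. Variation between pigs may account for it: its gap to the next Myodine-treated pig is 0.484 of the range, below the 95% critical value of Dixon's test for 8 pigs. In the PCR data too it is the highest of its group (other Myodine-treated pigs 3.37 to 7.72), so the height is not confined to the sequencing library. An exchange of the animal with a Sustanon-treated one is argued against by the paper's serum values, with nandrolone at 7.59 ng/mL and testosterone at 1.19 ng/mL in this boar, and nandrolone at 0 and testosterone at 13.71 to 41.99 ng/mL in Sustanon-treated pigs. An exchange of liver tissue alone before RNA extraction was not tested. Myodine boar 24 had serum testosterone at 1.17 ng/mL and a mean z-score of 0.22.

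The effect of Sustanon differed between boars and the other sexes in 5 genes (edgeR's quasi-likelihood test of the difference, adjusted p under 0.05; 615 genes at an unadjusted p under 0.05). The log2 difference was -4.76 for MAPK4 (adjusted p = 0.0244), -6.92 for THEM5 (0.0244), 2.15 for MPDZ (0.0353), -4.81 for the gene listed as ENSSSCG00000038557 (0.0353) and -1.89 for TNFAIP8L1 (0.0434). There were 2 treated and 2 control boars. THEM5 and MAPK4 had 0 to 4 and 1 to 4 counts in control gilts and barrows, so the sizes of their differences depend on the prior count and are no bounds; the counts were 180 to 279 and 70 to 135 in control boars. The number of such genes was 0 without the libraries labelled control gilt 16 and 18 together, 0 without the library labelled control gilt 18 alone, and 14 without control gilt 17. A candidate explanation, the testosterone of intact boars, was tested across all genes: the boar effect in Myodine-treated pigs correlated with the Sustanon effect in gilts and barrows with r = 0.22 on group means of log2 CPM (0.19 on fitted log2 fold changes), and 10 of the 56 relabelings of the 8 Myodine-treated pigs gave an r of group means as large. With 3 Myodine boars this test does not decide between that explanation and chance; without Myodine boar 23, r of fitted changes was 0.038.

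The Y-linked gene EIF1AY, which the paper does not discuss, was at 48.1 CPM in the library labelled control gilt 16 and 40.5 CPM in the library labelled control gilt 18, at the level of treated males (37.5 to 47.8 CPM); treated gilts had 0 to 0.293 CPM. The library labelled control barrow 15 had 0.106 CPM. So 3 libraries had the level of the other sex. Among the treated pigs, 13 genes differed between males and gilts (edgeR's quasi-likelihood test, adjusted p under 0.05). Over these genes, the libraries labelled control gilt 16 and 18 were on the male side for 12 and that of control barrow 15 for 0. A mislabelled sex or sample fits these values. An exchange among the 24 libraries alone leaves a library unexplained, since 2 labelled gilts and 1 labelled barrow are concerned. The treatment label of these libraries was not tested by this gene, and no biological explanation was tested.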

How the results depend on the processing

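The fit without the libraries labelled control gilt 16 and 18 and the branch of the DESeq2 genes at an unadjusted p were chosen after the data had been seen; the other alternatives, and the choices they replace, were set before the data were examined. In the comparisons, 337 of 462 values under an alternative kept their direction and their side of the threshold, or stayed within the spread or within 1.5 times a count; 115 moved, 5 became weaker, 2 stronger and 3 reversed. Where no cause is given, the cause was not tested.

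The number of DEGs of Sustanon against control, 98, and the number in either comparison stayed within 1.5 times with all 24 pigs (129), RLE (99), no filter (96), the 2 groups alone (122) and limma on log2 values (69). DESeq2, the tool that the paper names, gave 162 in each of these, and unadjusted p 211 and 229. DESeq2 with unadjusted p gave 319 and 375, no fold change threshold 272 in each, and sex as a covariate 161 in each; gilts and barrows only gave 160 and 161. More genes pass without a fold change threshold or an adjustment by construction. Without the libraries labelled control gilt 16 and 18 there were 0 in each (1199 genes at an unadjusted p under 0.05 with Sustanon and 357 with Myodine). Across the 23 fits that each left out a pig, the number was 0 (without control barrow 13) to 155 (without Sustanon barrow 3) in each, with 1225 to 1734 genes at an unadjusted p under 0.05 with Sustanon; at an adjusted p under 0.1 and the fold change threshold it was 82 to 201.

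Myodine against control gave 0 DEGs (515 genes at an unadjusted p under 0.05), and 0 in the 23 fits that each left out a pig (438 to 608). Unadjusted p gave 43, DESeq2 with unadjusted p 101, and gilts and barrows only 2. Sustanon against Myodine gave 13, and 67 with DESeq2, 149 with unadjusted p, 251 with both, 6 with RLE, 5 with no filter, 45 with no fold change threshold, 95 with sex as a covariate, 105 in gilts and barrows only, 5 with the 2 groups alone and 8 without the libraries labelled control gilt 16 and 18. It was 0 in 8 of the 23 fits that each left out a pig (at least 1190 genes at an unadjusted p under 0.05) and 111 at most, without Myodine boar 23.

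The panel DEGs, 7 with Sustanon, were 11 with all 24 pigs, 11 with DESeq2, 11 with DESeq2 and unadjusted p, 12 with sex as a covariate, 16 in gilts and barrows only and 0 without the libraries labelled control gilt 16 and 18. They were 0 (without control barrow 13, Sustanon gilt 5 or Sustanon boar 19) to 12 (without control boar 25) in the fits that left out a pig. With Myodine, 0 panel genes were DEGs (1 at an unadjusted p under 0.05), 1 with DESeq2 and unadjusted p and 1 in gilts and barrows only, and 0 in each fit that left out a pig. The share of lower DEGs with Sustanon, 34.7%, was 45.0% with unadjusted p. It was 0% (without Sustanon gilt 5 or Sustanon boar 19) to 70.0% (without control gilt 17) in 22 fits; without control barrow 13 there was no DEG. With Myodine this share has no value.

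The panel score difference kept its sign under each alternative, with 0.87 to 1.11 for Sustanon and 0.14 to 0.39 for Myodine across the 23 fits; the Myodine value was 0.14 without control barrow 13 and 0.39 without control boar 25. With the signs of the loadings in Supplementary Material S3 the difference was 1.52 for Sustanon and 0.47 for Myodine, against 0.93 and 0.22 with all genes counted as higher; 3 genes lower with Sustanon are set against 13 higher ones in the latter. For Myodine it was 0.092 on log2 TPM and 0.092 without the libraries labelled control gilt 16 and 18. With the signs, the Sustanon difference was 1.96 in gilts, 1.86 in barrows and 0.62 in boars. With all genes counted as higher, the Sustanon difference was 1.19 to 1.43 in gilts, 0.99 to 1.37 in barrows and 0.10 (without control boar 27) to 0.45 (without control boar 25) in boars across the fits that left out a pig, against 1.27, 1.13 and 0.27 with none left out. No panel gene had a mean log2 CPM under 0, so that alternative moved nothing. The branch size, 98, was 229 with unadjusted p and 375 with DESeq2 and unadjusted p, since the whole tree was needed.

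The set test of steroid dehydrogenases (unadjusted 0.00552 and adjusted p = 0.0331 by fry, a rotation test in edgeR) lost its adjusted call with camera (unadjusted 0.0682), sex as a covariate (0.00890), no filter (0.0174), gilts and barrows only (0.0475) and without the libraries labelled control gilt 16 and 18 (0.0121); its adjusted p was 0.0239 to 0.272 over the alternatives of fry and camera. Steroid hormone synthesis and clearance changed direction in gilts and barrows only (0.954), and fatty acid synthesis with all 24 pigs (0.881) and in gilts and barrows only (0.146), all by fry. With Fisher's exact test among DEGs, fatty acid oxidation (0.0206) and skatole and androstenone clearance (0.000179) passed; that test counts DEGs, and fry measures the shift of the list.

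The number of DEGs of boars against gilts and barrows without Sustanon, 79, was 139 with DESeq2. It was 94 in control pigs alone, with 2 boars, and 0 in Myodine-treated pigs alone, with 3 boars. It was 34 (without control boar 27) to 131 (without Myodine boar 22) in the 15 fits that left out a pig. The correlation of the boar effect with the Sustanon effect, 0.19, was 0.84 over the Sustanon DEGs only, 0.27 by Spearman's method, 0.066 with no filter, 0.18 with all 24 pigs, 0.32 without the libraries labelled control gilt 16 and 18, and 0.038 (without Myodine boar 23) to 0.25 (without Myodine boar 22) in the 3 fits that each left out a Myodine boar. The number of genes with a different effect in boars, 5, was 46 with DESeq2, 0 without the libraries labelled control gilt 16 and 18, and 0 (without the library labelled control gilt 18) to 14 (without control gilt 17) in 15 fits; fits without a pig of a group of 2 were not run. Among reference genes, the SD of TBP was 0.315 on log2 TPM, against 0.413.

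Of 1847 values of single genes under an alternative, 1403 were the same, 396 weaker, 36 stronger and 12 reversed. The reversed ones are all of Myodine against control. In gilts and barrows only the log2 fold change became 4.34 for THEM5, 2.83 for MAPK4, 0.052 for ASB4, 0.067 for CACNA1H and 0.38 for B3GNT8; the first 2 depend on the prior count, as control gilts and barrows have 4 counts at most. THEM5 was 0.87 with limma on log2 values and MAPK4 0.14 with sex as a covariate. Across the 23 fits that each left out a pig, MAPK4 was -0.92 to 0.54, ASB4 -0.86 to 0.028 and B3GNT8 -0.19 to 0.13, with the highest value without control boar 25, and TINAG -0.69 to 0.072, with the highest without control barrow 14; without control boar 27, B3GNT8 was 0.033. Without the libraries labelled control gilt 16 and 18, 24 of 30 Sustanon values were weaker.

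No paired analysis was possible because the groups share no pig numbers.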

Differences from the paper's values

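No test in this part was chosen after the results were seen.

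The number of DEGs of either comparison was 98, against the paper's 491. Of the alternatives set before the data were examined, DESeq2, the tool that the paper names, with unadjusted p gave 375, which is within 1.5 times the paper's value. The others did not: all 24 pigs gave 129, DESeq2 with adjusted p 162, unadjusted p 229, RLE 99, no filter 96, no fold change threshold 272, sex as a covariate 161, gilts and barrows only 161, the 2 groups alone 122, limma on log2 values 69, and the fits that each left out a pig 0 (without control barrow 13) to 155 (without Sustanon barrow 3).

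Of the paper's 16 genes, 7 were DEGs of Sustanon against control. Of the alternatives set before the data were examined, all 24 pigs (11), DESeq2 (11), DESeq2 with unadjusted p (11), sex as a covariate (12), gilts and barrows only (16) and the fit without control boar 25 (12) came within 1.5 times of 16. Unadjusted p (10), RLE (8), no filter (7), no fold change threshold (10), the 2 groups alone (8), limma on log2 values (5) and the other fits that left out a pig (0, without control barrow 13, to 10, without Sustanon barrow 3) did not. In gilts and barrows only, all 16 genes that the paper lists were DEGs.

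The paper's Figure 1B draws the 16 genes as a branch that is higher in treated pigs; TINAG, DUOX1 and PLB1 were lower with Sustanon, with log2 fold changes of -3.17, -3.07 and -3.41. The plots of the paper's Figure 3 mark steroid gene sets as upregulated in the control class. The list of steroid dehydrogenases shifted upward with Sustanon by fry, while 3 of its genes were DEGs and lower. With camera the shift did not pass, and the list holds DHDH of the study's own panel. The paper states that more genes were lower with Myodine than with Sustanon. Among genes at an unadjusted p under 0.05 with the fold change threshold, 16 of 43 were lower with Myodine and 95 of 211 with Sustanon. With DESeq2 at an unadjusted p, 46 of 101 were lower with Myodine (45.5%) and 136 of 319 with Sustanon (42.6%). The number was smaller with Myodine in both, and only the share with DESeq2 was larger. Within the 16 genes 9 were lower with Myodine and 3 with Sustanon.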

Other observations

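The relation of the panel score with the paper's PCR score was chosen after the data had been seen; the other tests in this part were chosen before the results they measure.

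Other splits of the pigs were counted for each comparison of groups, 100 for each comparison, the real one included. For Sustanon against control, 1 of 100 splits gave as many DEGs, as many in either comparison (1 of 100) and as many panel DEGs (1 of 100); the other splits gave 0 DEGs, against 1482 genes at an unadjusted p under 0.05 in the real one. Sustanon against Myodine had 1 of 100, with at most 8 DEGs in the others, and boars against gilts and barrows 1 of 100, with at most 10. For Myodine against control, 100 of 100 splits gave at least as many DEGs as the 0 observed. A p as small was given for steroid dehydrogenases in 5 of 100 splits, steroid hormone synthesis and clearance in 84, cholesterol synthesis in 33, fatty acid oxidation in 42, fatty acid synthesis in 92 and skatole and androstenone clearance in 22.

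A difference in library size is argued against as the source of the Sustanon DEGs: with every library thinned to between 9265600 and 9270500 counts, 94 DEGs were found, 91 of them among the 98. RNA from other cell types was tested with marker lists: the smallest adjusted p of the lists of cells other than hepatocytes was 0.163 (fry), the 24 genes tested had log2 fold changes from -0.80 to 0.47, and 0 were DEGs (HBB -0.27, CD163 0.09, CLDN4 -0.28, COL1A2 0.44; ALB 0.06). The hepatocyte list did pass (adjusted p = 0.0365 by fry), with all 5 genes higher, by log2 fold changes of 0.06 (ALB) to 0.51 (FGB). A small shift in the share of cells is therefore not excluded. Of the 24 marker genes of other cells, 0 had an absolute log2 fold change of at least 1, the threshold that every DEG passed. This argues against other cells as the main source of the DEGs.

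Of the 98 Sustanon DEGs, 94 (95.9%) had the same sign with Myodine. Both comparisons share the control libraries: of 53 draws of relabelled Myodine-treated and control pigs with a DEG, 34 had a share as high (median 97.1%, lowest 88.5%). The shared controls may account for the share of signs, which then says nothing of an effect of Myodine.

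Intact boars that got no Sustanon were compared with gilts and barrows that got none, as a candidate explanation of the scores of control boars is their own testosterone. There were 79 DEGs (38 higher, 41 lower in boars; edgeR's quasi-likelihood test), of which 20 were Sustanon DEGs, all 20 in the same direction. Panel genes among them were MAPK4 (log2 fold change 2.69, adjusted p = 0.0396), TINAG (-2.60, 0.00838) and PLB1 (-3.41, 0.0139). The test across all genes that shares no library gave r = 0.22 on group means of log2 CPM, with 10 of 56 relabelings as large, so it does not decide. The DEGs were 34 without control boar 27, 46 without control boar 25, 50 without Myodine boar 23 and 131 without Myodine boar 22.

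Over the 8 Sustanon-treated pigs, the panel score did not rise with the paper's serum testosterone (r = 0.21, two-sided exact permutation p = 0.603), which decides nothing at 8 pigs. The signed panel score followed the paper's PCR score in Sustanon-treated (r = 0.94, two-sided exact permutation p adjusted over 5 relations 0.00595; 0.80 without the 2 farthest pigs) and Myodine-treated pigs (0.89, adjusted p 0.0104; 0.79 without 2); in controls, r = 0.95 rests on 2 boars and was 0.001 without them. Both measures use the same 16 genes.

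Of the 14 reference genes, 9 were found. The SD of log2 CPM over the 23 pigs was, for 8 of these, 0.179 for EF1A, 0.232 for GAPDH, 0.233 for YWHAZ, 0.240 for PGK1, 0.342 for HPRT1, 0.346 for β-ACT, 0.359 for ALDOA and 0.413 for TBP, with a median of 0.314 over all tested genes. In the list of skatole and androstenone clearance, 3 of 10 tested genes were DEGs (HSD17B2, FMO1 and FMO5; Fisher's exact test, p = 0.000179, adjusted p = 0.00107), while the list did not shift by fry (p = 0.180); HSD17B2 is also on the list of dehydrogenases, and FMO1 (2.42) and FMO5 (-1.46), which are similar genes, moved in opposite directions.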
